# Targeting immune cellular populations and transcription factors: unraveling the therapeutic potential of JQF for NAFLD

**DOI:** 10.3389/fimmu.2024.1445924

**Published:** 2025-01-07

**Authors:** Lijuan Zhou, Jingyi Zhao, Kaile Ma, Rui Hao, Chensi Yao, Xiaowen Gou, Chuanxi Tian, Li Wan, Min Li, Xiaolin Tong

**Keywords:** single-cell RNA sequencing, spatial transcriptomics, non-alcoholic fatty liver disease, macrophages, T cells, traditional Chinese medicine

## Abstract

**Background:**

Non-alcoholic fatty liver disease (NAFLD) constitutes the most prevalent chronic liver disease worldwide. Progression to non-alcoholic steatohepatitis (NASH), the immune cell reservoir within the liver undergoes remodeling, exacerbating liver inflammation and potentially leading to liver fibrosis. Jiangtang Qingre Formula (JQF) is an effective prescription for the clinical treatment of NAFLD. However, its underlying mechanism of action remains unclear.

**Methods:**

Using a high-fat diet-induced NAFLD mouse model, we evaluated JQF’s effects with biochemical tests and histopathology. Single-cell RNA sequencing and spatial transcriptomics furthered our understanding of NAFLD pathophysiology and JQF’s treatment mechanisms.

**Results:**

Our findings initially revealed significant improvements in JQF on hepatic steatosis, inflammation, fibrosis and glucose tolerance in NAFLD mice. Furthermore, significant changes were observed in the immune cells including monocytes, macrophages, and T cells in the livers of NAFLD mice. Notably, regions infiltrated by T cells presented the most severe liver inflammation and fibrosis. Importantly, JQF effectively modulated these immune cells. Advanced subcluster and cell communication analyses identified key macrophage (KCs, MoMFs) and T cell (Tc, Th2) subpopulations in JQF’s therapeutic actions. Further SCENIC analysis additionally uncovered the essential transcription factors that regulate these cell subclusters, such as Stat2, Mta3, Eomes, and Etv5.

**Conclusion:**

Overall, our research suggests a promising potential therapeutic agent and identifies critical cell populations and transcription factors that contribute to its therapeutic effects, thereby revealing potential therapeutic targets for NAFLD.

## 1 Introduction

Non-alcoholic fatty liver disease (NAFLD), which includes its more severe manifestation, non-alcoholic steatohepatitis (NASH), is the most prevalent chronic liver disease worldwide, affecting approximately 25–30% of the global population. The incidence of NAFLD continues to rise annually, correlating with improvements of global living standards (1). NAFLD has emerged as a leading cause of liver cirrhosis, liver transplantation, and hepatocellular carcinoma (HCC). As a metabolic disease, NAFLD is recognized as the hepatic manifestation of metabolic syndrome. Excessive caloric intake, particularly from a high-fat diet (HFD), can lead to NAFLD by promoting chronic inflammation (2). The hallmark of NAFLD is hepatic steatosis, which may occur with or without mild inflammation. As the disease progresses to NASH, the histological features may include lobular inflammation and hepatocyte ballooning, with or without fibrosis (3). During the transition from hepatic steatosis to NASH accompanied by liver fibrosis, the immune system plays an indispensable role (4). In the context of NASH, the liver’s immune cell repertoire is reshaped, contributing to an uncontrolled inflammatory environment that promotes liver injury (hepatocyte death), and fibrosis, thereby exacerbating the disease. Moreover, alterations in liver metabolic functions are now increasingly recognized as the root cause of this disease. Accordingly, NAFLD and NASH have recently been redefined as metabolic dysfunction-associated steatotic liver disease (MASLD) and metabolic dysfunction-associated steatohepatitis (MASH), respectively. However, no drug treatments have been approved for MASLD or MASH to date (5).

JQF is a modified formula developed by Academician Tong Xiaolin derived from the ancient Chinese medical text “Shang Han Lun.” It incorporates the original composition of “Da Huang Huang Lian Xie Xin Tang” and draws on his extensive clinical experience. It has been clinically used with notable efficacy in the treatment of obesity, type 2 diabetes (T2D), and NAFLD, particularly in addressing the “heat state” in T2D patients (6). Moreover, no side effects or adverse reactions have been reported. This conclusion is based on a clinical big data analysis of 4, 561 patients (involving 19, 857 medical visits) diagnosed with T2D or prediabetes and treated at Academician Xiaolin Tong’s clinic from 2000 to 2015 (7). JQF consists of a combination of seven medicinal herbs: *Rheum palmatum (Linné.)* L. (RHEI RADIX ET RHIZOMA), *Coptis chinensis (Linné.)* Franch. (COPTIDIS RHIZOMA), *Anemarrhena asphodeloides (Linné.)* Bge. (ANEMARRHENAE RHIZOMA), *Paeonia lactiflora (Linné.)* Pall. (PAEONIAE RADIX RUBRA), *Citrus reticulata (Linné.)* Blanco (CITRI RETICULATAE PERICARPIUM), *Zingiber officinale (Linné.)* Rosc. (ZINGIBERIS RHIZOMA RECENS), and *Monascus purpureus (Linné.)* Went. (SEMEN ORYZAE CUM MONASCO). In our previous research, we conducted an ingredient analysis and quantitative analysis of JQF reporting that its main components include berberine, epiberberine, coptisine, palmatine, emodin, aloe emodin, timosaponin BII, alibiflorin, paeoniflorin, 6-gingerol, and nobiletin (8). Studies have shown that key components of JQF, including berberine, emodin, timosaponin BII, and paeoniflorin, exhibit notable anti-inflammatory activity and immune regulatory effects. These components can inhibit the release of inflammatory factors such as TNF-α, IL-1β, and IL-6, promote immune responses, alleviate inflammation, and regulate lipid metabolism (9–12). Furthermore, components such as berberine and paeoniflorin have been demonstrated to alleviate hepatic fibrosis (13, 14). Therefore, we speculate that JQF may enhance hepatic lipid metabolism and potentially mitigate hepatic fibrosis in NAFLD and NASH by modulating liver immunity and inflammatory responses.

To comprehensively analyze the cellular and molecular characteristics, as well as the spatial positional information of NAFLD, and the therapeutic mechanisms of JQF intervention in NAFLD, this study combines single-cell RNA sequencing (scRNA-Seq) and spatial transcriptomics (ST). scRNA-Seq enables us to characterize the transcriptomes of individual cells and identify cellular subpopulations within the tissues. On the other hand, ST enables the identification of gene sets expressed in specific cell subpopulations, identified by scRNA-Seq, revealing niches enriched for different gene sets. Integrating scRNA-Seq and ST is essential for linking the pathological phenotypic landscape of tissues to their molecular changes. By integrating data from both techniques, we can gain a deeper understanding of the roles of specific cell subpopulations in NAFLD and their interactions during development, homeostasis, and disease (15, 16). Furthermore, this integration lays a foundation for systematically elucidating the mechanisms of action of JQF in the treatment of HFD-induced NAFLD in mice.

## 2 Materials and methods

### 2.1 Reagents

TNF-α (EMC102aQT.96), IL-1β (EMC001b.96), and IL-6 (EMC004QT.96) elisa kits were purchased from NeoBioscience Technology Co., Ltd (Shenzhen, China). Triglyceride Quantification Colorimetric/Fluorometric Kit (MAK266-1KT) was purchased from Sigma-Aldrich (St. Louis, USA).

### 2.2 Preparation and administration of JQF and metformin

JQF was provided by the pharmacy department of Guang’anmen hospital, China Academy of Chinese Medical Sciences. It consisted of seven medicinal herbs: *Rheum palmatum (Linné.)* L. (RHEI RADIX ET RHIZOMA), *Coptis chinensis (Linné.)* Franch. (COPTIDIS RHIZOMA), *Anemarrhena asphodeloides (Linné.)* Bge. (ANEMARRHENAE RHIZOMA), *Paeonia lactiflora (Linné.)* Pall. (PAEONIAE RADIX RUBRA), *Citrus reticulata (Linné.) Blanco* (CITRI RETICULATAE PERICARPIUM), *Zingiber officinale (Linné.)* Rosc. (ZINGIBERIS RHIZOMA RECENS), *Monascus purpureus (Linné.)* Went. (SEMEN ORYZAE CUM MONASCO) (RHEI RADIX ET RHIZOMA. batch number: 20120030, COPTIDIS RHIZOMA batch number: 21090055, ANEMARRHENAE RHIZOMA batch number: 21100293, PAEONIAE RADIX RUBRA batch number: 21040114, CITRI RETICULATAE PERICARPIUM batch number: 21100120, ZINGIBERIS RHIZOMA RECENS batch number: 21080214, Sichuan New Green Pharmaceutical Technology Development Co., Ltd., Chengdu, Sichuan, China; SEMEN ORYZAE CUM MONASCO batch number: 72030611, Beijing Huamai Pharmaceutical Co., Ltd., Beijing, China). 3g of RHEI RADIX ET RHIZOMA, 15g of COPTIDIS RHIZOMA, 30g of ANEMARRHENAE RHIZOMA, 30g of PAEONIAE RADIX RUBRA, 9g of CITRI RETICULATAE PERICARPIUM, and 6g of ZINGIBERIS RHIZOMA RECENS, were each prepared into granules using conventional methods, and the mixed granules were obtained. Then, 3g of SEMEN ORYZAE CUM MONASCO was decocted in water, filtered, and mixed with the mixed granules. The dosage of JQF is converted according to clinical equivalent doses. In the mouse experiment, the dosage was 14.7875g/kg/d = 9.1 × 1.625g/kg/d (adult standard weight 60kg), which is the equivalent dose for adult clinical use.

Metformin (MET) hydrochloride tablets (batch number: H20023370, Shanghai Sine Promod Pharmaceutical Co., Ltd., China) were provided by the Pharmacy Department of Guang’anmen Hospital, China Academy of Chinese Medical Sciences, diluted in distilled water at a dosage of 300 mg/kg/d (17).

### 2.3 Chemical analysis of JQF

The chemical analysis of JQF was conducted at the preliminary stage of this study using UHPLC-LTQ-Orbitrap HRMS. The major chemical constituents of JQF were identified to be organic acids, alkaloids, and flavonoids, encompassing 63 specific compounds, including malic acid, citric acid, berberine, epiberberine, and nobiletin. Among these, a subset of 10 compounds, including berberine, epiberberine, and emodin, have been recognized as prototype components that manifest in the bloodstream. Additionally, 24 representative components of JQF were subjected to quantitative analysis using UHPLC QqQ MS/MS. For a more comprehensive elaboration of the methodology and findings, please refer to the published article (8).

### 2.4 Experimental animals

Male C57BL/6J mice (22–25g, 5-week-old), were purchased from Gempharmatech Co., Ltd. This animal experiment was conducted in compliance with the ARRIVE guidelines and was strictly performed according to the UK Animals (Scientific Procedures) Act of 1986 and its associated guidelines, the EU Directive for animal experiments 2010/63/EU, and the regulations of the Animal Protection and Use Committee of Guang’anmen Hospital, China Academy of Chinese Medical Sciences, with the ethical approval number (Approval Number: IACUC-GAMH-2022-004). The mice were provided with ad libitum access to water and food and were housed in a specific pathogen-free (SPF) animal facility with controlled temperature (22 ± 2°C) and humidity (40–60%). After 1 week of acclimation, the mice were randomly divided into four groups: control (NCD, n=6), model (HFD, n=7), metformin treatment (MET, n=6), and JQF treatment (JQF, n=6). Except for the NCD group, the remaining mice were induced to develop NAFLD by feeding them a 60% high-fat diet (HFD) (D12492, Research Diets, USA). After 14 weeks of HFD induction, the mice exhibited a significant increase in body weight and blood glucose levels, indicating successful establishment of the NAFLD model. Subsequently, an 8-week intervention was conducted, during which the treatment group was orally administered MET (300 mg/kg/d) and JQF (14.7875 g/kg/d), the NCD group and the HFD group were given distilled water orally, at a dosage of 0.1ml per 10g of animal body weight, once daily. The body weights of the mice were measured weekly, and fasting blood glucose (FBG) levels were measured every 2 weeks. At the end of the intervention, blood samples were collected from the orbital sinus of the mice after anesthesia (1% nembutal, 50mg/kg, IP), and the mice were euthanized using carbon dioxide. In addition, the weight of the liver was measured and the organ-to-body weight ratio was calculated using the formula: (liver weight/body weight) × 100.

### 2.5 Oral glucose tolerance test

After 4 weeks of treatment, all mice were fasted overnight for 14 h and FBG levels were measured. Subsequently, a glucose solution (2 g/kg) was administered by gavage, and blood glucose (BG) levels were monitored through the tail vein at different time points (15, 30, 60, 90, and 120 min). The area under the curve (AUC) values for blood glucose were calculated as follows: AUC=0.5× (BG0min+BG30min)/2 + 0.5× (BG30min+BG60min)/2 + 1× (BG60min+ BG120min)/2.

### 2.6 Biochemical analysis

Serum levels of FBG, alanine aminotransferase (ALT), aspartate aminotransferase (AST), total cholesterol (TC), triglycerides (TG), low-density lipoprotein (LDL), and very low-density lipoprotein (VLDL) were measured using an automatic biochemical analyzer (Baiyang, Beijing). The level of the serum inflammatory factor tumor necrosis factor-alpha (TNF-α), interleukin-1 beta (IL-1β), and interleukin-6 (IL-6) were detected using enzyme-linked immunosorbent assay (ELISA). Liver TG levels were quantitatively measured using a triglyceride assay kit and normalized to the wet tissue weight. The triglyceride-glucose (TyG) index for evaluating the insulin resistance (IR) was calculated as follows: TyG index=ln(TG[mg/dL]× GLU[mg/dL]/2).

### 2.7 Pathological histological analysis

Liver tissue sections embedded in paraffin blocks were subjected to hematoxylin and eosin (H&E) staining, and masson’s trichrome staining (n=3). The overall characteristics of the tissue were observed under a low-power microscope, followed by the observation and representative images were collected from specific regions of interest. Masson’s staining was performed to assess tissue fibrosis, and positive areas were quantified using Aipathwell software.

### 2.8 Immunofluorescence

Liver tissue sections of 3mm thickness were deparaffinized in xylene and subsequently rehydrated through a graded alcohol series (n=3). Microwave antigen retrieval was performed for 10–15 min, followed by cooling to room temperature and blocking with 3% hydrogen peroxide for 30 min at room temperature. The primary antibodies were diluted in 3% bovine serum albumin and incubated overnight at 4°C (using the optimal antibody concentrations determined in pre-experiments: α-SMA 1:100; Colla1 1:1000; Colla2 1:300; F4/80 1:100). Secondary antibodies (enzyme-labeled) were applied at room temperature, followed by the liquid DAB substrate chromogen system. One field of view was randomly selected from each slide and observed at a 100× (100μm) magnification. The sections were imaged under a light microscope. The positive area was quantified using ImageJ software.

### 2.9 Preparation of single-cell suspension

Following hepatic perfusion, mouse liver tissues from the NCD group (n = 1), HFD group (n = 2), and JQF group (n = 1) were collected for scRNA-seq analysis. In brief, the liver samples were cut into small pieces following the manufacturer’s protocol and digested with a digestion solution. A 20uL aliquot of the digestion suspension was stained with Trypan Blue for microscopic examination. The centrifuge tubes were sealed with sealing film and the samples were incubated on a 37°C shaker for 1 h for digestion. After digestion, the suspension was sequentially transferred through 100μm and 40μm filters into centrifuge tubes. The tubes were centrifuged at 300g for 5 min, and the supernatant was discarded. Red blood cell lysis buffer was added to gently disperse cells, followed by a 3-minute incubation. A sufficient amount of wash buffer was added to stop red blood cell lysis. The tubes were centrifuged at 300g for 5 min, and the supernatant was discarded. The cells were resuspended and mixed with the appropriate amount of wash buffer. A 20uL aliquot was taken for AO/PI counting and trypan blue microscopic examination. Based on the quality control results, suitable procedures were selected to remove impurities and dead cells

### 2.10 Preparation and sequencing of single-sell RNA libraries

The chromium instrument and the single cell 3’ reagent kit V3.1 (dual index) was used to prepare individually barcoded single-cell RNA-Seq libraries following the manufacturer’s protocol (10x Genomics). Briefly, sample partitioning and molecular barcoding were done on the chromium controller (10x Genomics), where we loaded cellular suspensions together with the single-cell 3’ gel beads on a single-cell 3’ chip, in which gel beads in emulsion (GEM) generation took place. RNA from the barcoded cells was subsequently reverse-transcribed, and sequencing libraries were constructed using reagents from the chromium single cell reagent kit V3.1 (10x Genomics). Sequencing was performed using Illumina NovaSeq 6000, according to the manufacturer’s instructions.

### 2.11 ScRNA-seq data preprocessing

The raw gene expression matrix was preprocessed using the Cell Ranger pipeline (version 6.0.1) with the mouse reference genome (mm10). Subsequently, the Seurat R package (version 4.0.3) was used for analysis. Following the assessment of varying data quality, low-quality cells were filtered based on sample-specific criteria, and the remaining high-quality cells were subjected to further analysis. The SCTransform function was employed for the normalization and scaling of the samples. High-quality cells were integrated into the matrix and cell clustering was performed based on shared features. The final step involved visualization and analysis of all clustered cells using the uniform manifold approximation and projection (UMAP) algorithm, enabling scRNA-seq visualization and exploration.

### 2.12 Differential gene expression and gene function enrichment analysis

DEG analysis of the cell types in the NCD, HFD, and JQF groups was conducted using the Seurat FindMarkers function. The selection criterion was |avg_log2FC| > 0.25, minimum.pct > 0.1, and adjusted p-value < 0.05. Violin plots or heat maps were generated using the Seurat VlnPlot function and the pheatmap R package (version 1.0.12) for further visualization of the markers. Gene ontology (GO), kyoto encyclopedia of genes and genomes (KEGG), Reactome, and WikiPathways analyses were performed using the clusterProfiler R package (version 3.18.1). These analyses were based on the upregulated and downregulated genes across different groups, with an adjusted p-value < 0.05. The pathway enrichment analysis was performed using the ggplot2 R package (version 3.3.3).

### 2.13 Spatial transcriptomics statistical analysis

We randomly selected mice from the NCD (n = 1) and HFD (n = 1) groups for ST. Space Ranger (version1.3.1) was used for data preprocessing, gene expression quantification and spot identification. A gene spot matrix was generated using Visium spatial barcodes, and then spot clustering and gene expression analyses were performed.

### 2.14 Robust cell type decomposition deconvolution

Based on robust cell type decomposition (RCTD) (18), which is provided by *spacexr* (R package)’s function “*run.RCTD*”, with key parameters set according to default values (eg: doublet_mode set to “full”), we get raw and normalized cell type weight matrix for each cell based count expression matrix from single-cell/spatial transcriptome and cell-type annotation data derived from single-cell transcriptome. The basic principle of RCTD is as follows: first, the average gene expression level of each cell type was calculated in single-cell transcriptome data annotated with cell types. Next, the expression level of each gene in each spot is fitted as a linear combination of the expression levels of each gene across the different cell types. Using the total RNA count of each spot as the input, a statistical model was fitted to estimate the proportions of each cell type in each spot. The cell types identified in spots by RCTD were consistent with those identified in single-cell transcriptomics data.

### 2.15 Reclustering based on cell type abundance

Based on the expression levels of each gene, we performed clustering analysis of spots. However, as each spot may contain cells from multiple cell types, clustering based on gene expression levels may not effectively categorize spots based on their cell-type composition. Clustering analysis of spots based on the abundance ratios of different cell types predicted by RCTD allowed us to determine which spots had similar cell-type compositions. Using a graph-based cluster method (Leiden algorithm in scanpy, resolution = 1) (19), we acquired unsupervised cell cluster result based cell type abundance.

### 2.16 Single-cell regulatory network inference and clustering analysis

To assess transcription factor regulation strength, we applied the single-cell regulatory network inference and clustering (pySCENIC, v0.10.0) (20) workflow using the 20-thousand motifs database for RcisTarget and GRNboost.

### 2.17 Cell communication analysis

To explore the complex network of intercellular communication signals, we conducted an in-depth analysis using the R package CellChat. Based on the default database CellChatDB, we identified signaling pathways, calculated communication probabilities, and constructed communication networks, ultimately determining the relationship between ligand-receptor pair weights and numbers among different cell types, as well as the communication probabilities of ligand-receptor interactions between different cell types. Furthermore, we computed the communication probability at the signaling pathway level by summarizing the communication probabilities of all ligand-receptor interactions associated with each signaling pathway. Each signaling pathway was visualized using Hierarchy plot and Circle plot. In addition, we computed the network centrality scores to identify the signals that contributed the most to the outgoing or incoming signaling of certain cell groups. Subsequently, we inferred the number of patterns using the NMFR package. Finally, we used a River plot to show the associations between latent patterns, cell groups, and signaling pathways.

### 2.18 Statistical analysis

Data were shown as means ± SEM. Multiple comparisons were performed using one-way analysis of variance (ANOVA) and Dunnett’s multiple comparisons test. Student’s t-test was used to compare between two groups. P<0.05 was considered statistically significant.

## 3 Results

### 3.1 JQF significantly improves hepatic steatosis, inflammation, fibrosis and glucose tolerance in NAFLD mice

We initiated the establishment of a NAFLD mouse model by inducing it with a HFD for 14 weeks, which was then succeeded by an 8-week therapeutic drug intervention. Compared with the NCD group, the HFD group mice exhibited significant increases in body weight and fasting blood glucose levels. However, JQF was able to significantly suppress these increases in body weight and fasting blood glucose levels (**Figures 1A, B**). After 4 weeks of intervention, OGTT was conducted, which demonstrated that the HFD group mice had significantly reduced glucose tolerance compared with the NCD group. Following glucose administration, blood glucose levels rose rapidly but then declined slowly, resulting in a significant increase in the AUC value. JQF significantly enhanced the glucose tolerance of the mice (**Figure 1C**).

**Figure 1:**
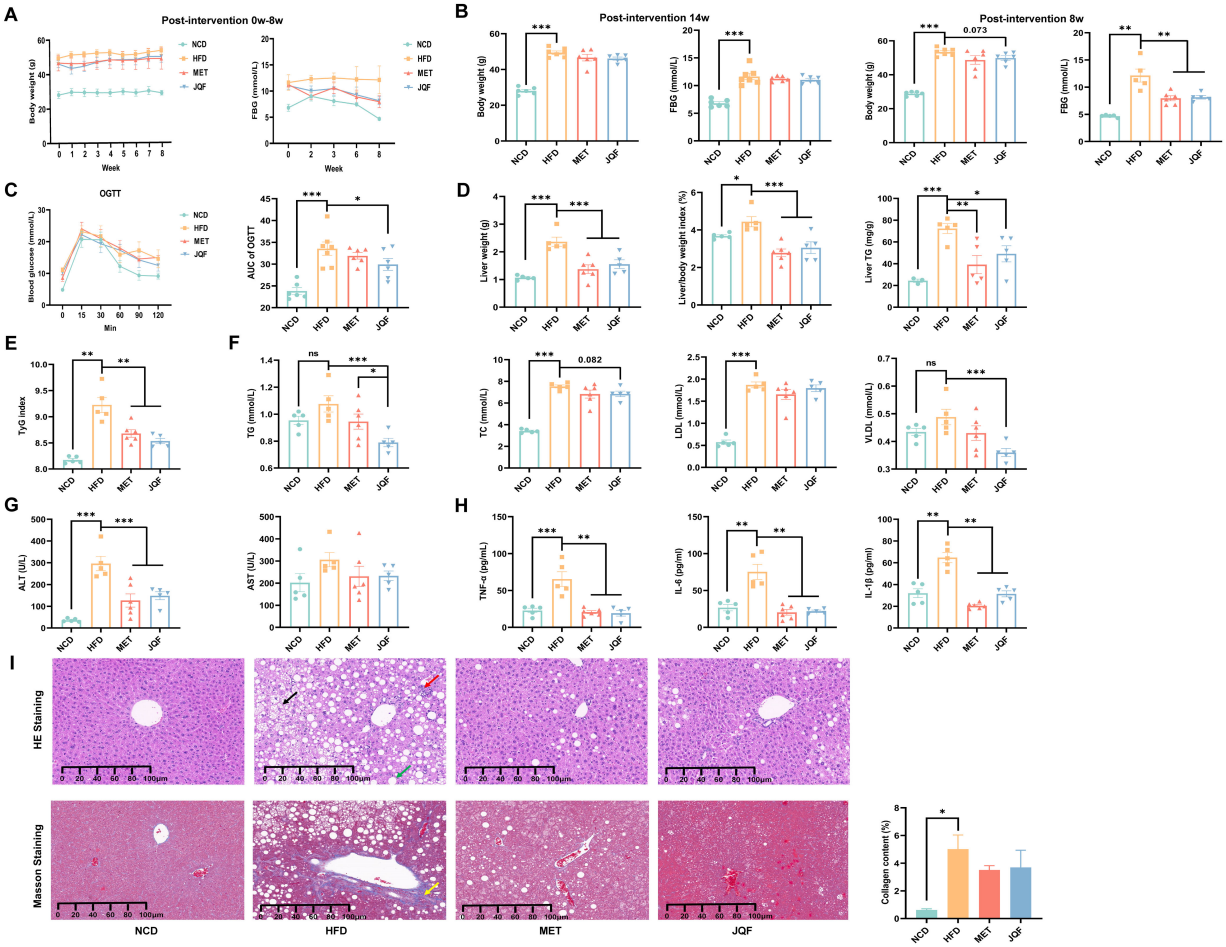
JQF significantly improves hepatic steatosis, inflammation, fibrosis and glucose tolerance in NAFLD mice. **(A)** Effects of the intervention from week 0 to week 8 on body weight and FBG. **(B)** Body weight and FBG at the baseline of successful modeling (i.e., at week 0 of intervention) and before sampling (i.e., after 8 weeks of intervention). **(C)** OGTT and AUC value after 4 weeks of intervention. **(D)** Liver weight, liver index, and hepatic TG. **(E)** TyG index. **(F)** Lipid profile. **(G)** Serum ALT and AST levels. **(H)** Serum levels of inflammatory cytokines TNF-α, IL-1β, and IL-6. **(I)** Hepatic histopathological sections stained with HE, Masson’s trichrome, and collagen fiber scoring, the black arrows indicate the vacuolar changes in hepatocytes with ballooning, the green arrows represent the round vacuoles of steatosis, the red arrows denote lymphocytic and granulocytic infiltration, as well as focal necrosis of hepatocytes, and the yellow arrows signify fibrosis. *P<0.05; **P<0.01; ***P<0.001.

Following 8 weeks of intervention, there was a significant increase in liver weight, liver index, and hepatic TG (**Figure 1D**), a marked alteration in the lipid profile (**Figure 1F**), and notable pathological changes in liver tissue (**Figure 1I**), confirming the hepatic steatosis induced by HFD in mice. Additionally, we observed a significant increase in serum ALT and serum inflammatory factors TNF-α, IL-1β, and IL-6 in the HFD group (**Figures 1G, H**), indicating liver damage and inflammatory responses in NAFLD mice. To further determine the presence of fibrosis in NAFLD mice, Masson’s trichrome staining was performed, revealing a significant increase in collagen fiber content in the HFD group compared with the NCD group, suggesting that NAFLD mice had developed fibrosis and were beginning to transition to the stage of NASH (**Figure 1I**). After intervention with JQF, hepatic steatosis, inflammation, and fibrosis in NAFLD mice were significantly improved. Furthermore, we evaluated hepatic IR via the TyG index (**Figure 1E**), which indicated severe IR in NAFLD mice that was significantly improved by JQF. In summary, JQF not only significantly ameliorated hepatic steatosis, inflammation, and fibrosis in NAFLD mice but also exerted a regulatory effect on glucose metabolism, which may be related to the alleviation of inflammation.

### 3.2 Single cell atlas and spatial characteristics of liver tissue in mice with NAFLD

To gain a deeper understanding of the cellular and molecular characteristics of NAFLD, we constructed single-cell atlases of NCD and HFD-induced NAFLD mice. After stringent quality control, we obtained a total of 30,474 cells. Dimensionality reduction was performed using principal component analysis (PCA), followed by visualization with the uniform manifold approximation and projection (UMAP) method. A total of 36 cell clusters were identified (**Figure 2A**), which could be categorized into 11 major cell types: epithelial cells (identified by Epcam, Cldn3, Krt8, Fxyd3, and Krt18), hepatocytes (identified by Alb, Apoa1, Cyp2e1, Mup3, and Pck1), endothelial cells (identified by F8, Mmrn2, Bmp2, Oit3, and Ushbp1), hepatic stellate cells (identified by Des, Igfbp3, Col3a1, and Mmp2), neutrophils (identified by S100a8, S100a9, and Csf3r), macrophages (identified by Adgre1, Cd68, Spic, and Clec4f), monocytes (identified by Ly6c2, Itgam, and F13a1), dendritic cells (identified by Itgax, Xcr1, and Clec9a), NK cells (identified by Klrb1c, Ncr1, Klrk1, and Klrd1), B cells (identified by Cd19, Cd22, Cd79a, Cd79b, and Ighm), and T cells (identified by Cd3g, Cd3e, and Cd3d) (**Figure 2B**).

**Figure 2:**
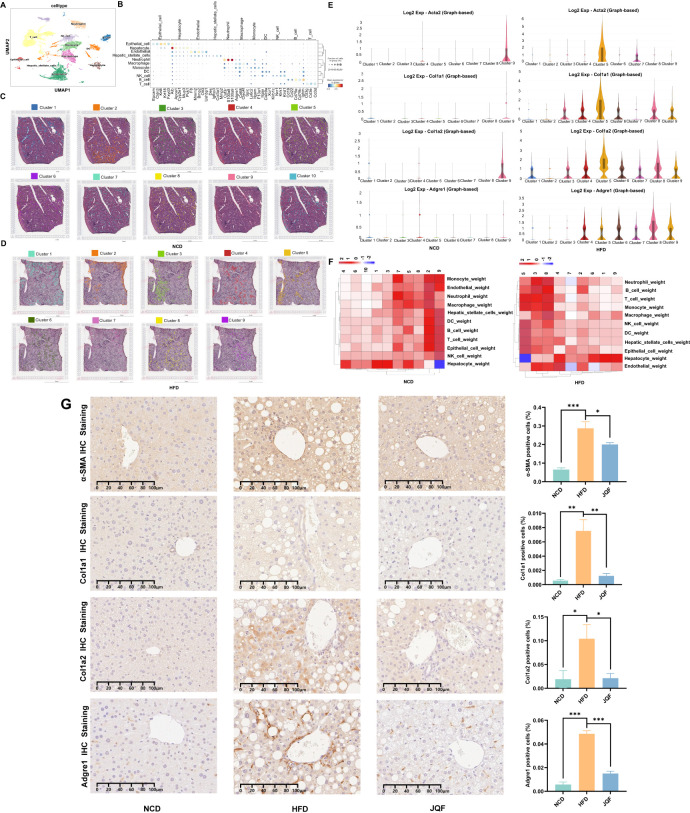
Liver tissue single-cell atlas and spatial features. **(A)** Cellular distribution in the scRNA-seq visualized through UMAP, color-coded by major cell types. **(B)** Dot plot displaying expression of cell type markers for all cell types. **(C, D)** Stepwise cell clustering based on DEGs in the ST, identifying a total of 10 clusters in the NCD group and 9 clusters in the HFD group. **(E)** Expression patterns of fibrosis markers (Acta2, Col1a1, and Col1a2) and macrophage marker (Adgre1) in individual clusters of the NCD and HFD groups within the ST. **(F)** Proportional representation of cell types across different spots, incorporating scRNA-seq data. **(G)** Positive expression and semi-quantitative analysis of fibrosis markers (α-SMA, Col1a1, and Col1a2) and macrophage marker (Adgre1) in the NCD, HFD, and JQF groups. *P<0.05; **P<0.01; ***P<0.001.

Furthermore, we performed ST on the liver tissues of NCD and NAFLD mice to gain insights into the spatial localization of different cell types within the liver. 

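The ST data came from the 10x Visium assay, in which a tissue section is laid on a slide printed with barcoded capture spots and every captured RNA molecule is counted once through its unique molecular identifier (UMI). A spot covers a small area of tissue and can hold several cells. One liver section from 1 mouse of the NCD group and one from 1 mouse of the HFD group were measured. Diet, animal, section and slide therefore cannot be told apart, no test between the groups was possible, and the 95% intervals given for these data are exact intervals that cover counting error only. The authors deposited raw UMI counts per gene and spot made with Space Ranger 1.3.1, without normalization, for all spots of each capture area and for the spots called over tissue. Genome build and annotation are not stated for the ST data in the paper's text. The NCD section had 3692 spots over tissue with 29037988 UMIs in total, a median of 4187.5 UMIs per spot and a median of 1411.5 genes per spot. The HFD section had 3594 spots over tissue with 72118803 UMIs, and its medians were 18549 UMIs and 3686 genes per spot. Spots over tissue with fewer than 1000 UMIs numbered 840 (22.8%) in the NCD section and 4 (0.111%) in the HFD section. The 1300 spots off tissue of the NCD slide held 19.1% of its UMIs, with a median of 3383 UMIs per spot. On the HFD slide, the 1398 spots off tissue held 2.93% of the UMIs, with a median of 1175.5 UMIs per spot. A spot over tissue had more UMIs than a spot off tissue in 51.6% of all pairs of spots on the NCD slide and in 99.2% on the HFD slide.

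All results below use the spots over tissue. Counts were pooled over groups of spots and given per 1000000 UMIs (CPM), and CPM were compared as log2 ratios with exact conditional binomial intervals. The share of spots with a UMI of a gene grows with depth, so shares were also computed after every spot had been drawn down at random to 300 UMIs, a depth that left out 293 NCD spots and 2 HFD spots. A depth of 3000 UMIs was added after the data were examined and left out 1585 NCD spots and 56 HFD spots. The positions of the spots and the scRNA-seq reference were not used here, so RCTD weights were not computed, and regions are clusters of spots by gene expression that are given by number, not as cell types.

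**Figure D1:**
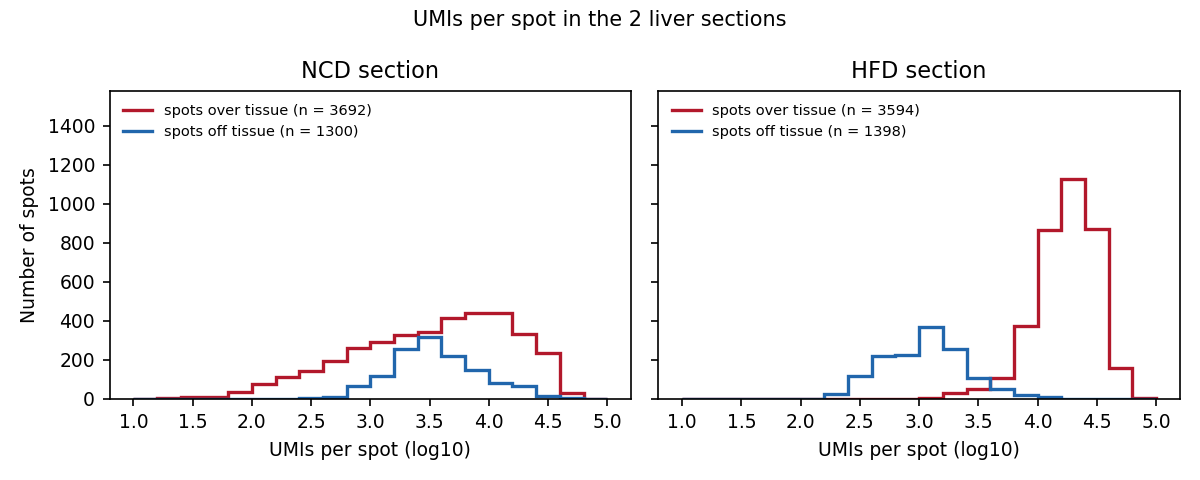
Number of spots (y axis) by UMIs per spot (x axis, log10) in the NCD and HFD sections, with spots over tissue in red and spots off tissue in blue. The lines overlap in the NCD section, where the medians were 4187.5 and 3383 UMIs, and lie mostly apart in the HFD section, where they were 18549 and 1175.5 UMIs.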

Based on the expression levels of each gene, we conducted a clustering analysis of the spots. 

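Each section was clustered alone with the Leiden algorithm at resolution 1, the only resolution that the paper states for spots, where it was applied to predicted cell-type abundance. The settings for clustering by gene expression are not named in the paper's text. Counts were scaled to 10000 per spot and log-transformed, and the 2000 most variable genes, 20 principal components and 15 nearest neighbours were used. A panel of 67 marker genes was left out of the clustering, so that no cluster was defined by the markers that the paper names. Pericentral, periportal and other further genes stayed in, so their differences between clusters are a description only. The NCD section gave 8 clusters of 157 to 797 spots, and the HFD section gave 12 clusters of 25 to 559 spots. The clusters differed in depth, with medians from 410 to 14676 UMIs per spot in the NCD section and from 8077 to 26591.5 in the HFD section. The number of clusters moved most with the resolution. At resolution 0.5 there were 5 NCD and 6 HFD clusters, and at resolution 1.5 there were 13 and 19. A different random seed gave 9 and 13 clusters at the main settings.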

The NCD group had 10 identified clusters, while the HFD group had 9 identified clusters (**Figure 2C**). However, since each spot may contain cells from multiple cell types, clustering based solely on gene expression levels might not effectively categorize the spots according to their cellular composition. Therefore, we relied more heavily on scRNA-seq data and employed deconvolution analysis based on RCTD. This approach yielded raw and normalized cell type weight matrices derived from single-cell/spatial transcriptomics, as well as cell type annotation data extracted from single-cell transcriptomics. Furthermore, the clustering analysis of spots based on the predicted abundance ratios of different cell types by RCTD allowed us to identify spots with similar cellular compositions. Combining this information with our scRNA-seq data, we obtained a proportion plot showing the distribution of cell types in different spots (**Figure 2D**), such as Guo (21). Interestingly, we found that the endothelial cells in NAFLD mice were surrounded by various inflammatory and immune cells, including neutrophils, monocytes, B cells, macrophages, and T cells. Additionally, the number of hepatocytes in this area was significantly reduced, which was not observed in NCD mice. Moreover, we found that this region exhibited the most severe inflammation and fibrosis, particularly in the areas infiltrated by T cells. 

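Which spots neighbour each other was not analysed here, so immune transcripts were measured within the same spots as endothelial transcripts (F8, Mmrn2, Bmp2, Oit3 and Ushbp1). Immune transcripts were those of the paper's markers for neutrophils, macrophages, monocytes, dendritic cells, NK cells, B cells and T cells. At 300 UMIs per spot, 0 of the 83 HFD spots with an endothelial UMI had an immune UMI, which allows a share of up to 3.61% from 3 counts, or 4.35% by the exact interval. Among the other 3509 HFD spots the share was 4.79% (4.10 to 5.55), so endothelial spots were lower by the first limit and overlapped by the second. In the NCD section, 4 of 53 such spots had one (7.55%, 2.09 to 18.2), against 4.69% (4.00 to 5.46) of the other 3346 spots. At 3000 UMIs per spot the shares were 31.1% (27.9 to 34.5) of 781 endothelial spots and 32.2% (30.4 to 34.0) of the others in the HFD section. In the NCD section they were 30.3% (25.2 to 35.7) of 314 and 26.9% (24.8 to 29.0). At 3000 UMIs the intervals overlapped in the HFD section also for neutrophil (3.84% and 3.34%), monocyte (1.92% and 1.27%), B cell (1.92% and 2.68%), macrophage (24.5% and 24.1%) and T cell markers (1.28% and 1.49%). A higher share in endothelial spots was therefore not detected at equal depth in either section, but the comparison cannot decide this. Spots were called endothelial after drawing down, when 22.1% of HFD spots had an endothelial UMI at 3000 UMIs, against 73.0% before. Many spots with endothelial transcripts thus counted among the others, so similar shares were likely in any case. Without drawing spots down, an immune UMI was found in 85.9% of endothelial and 70.2% of other HFD spots, and in 66.4% and 32.2% of NCD spots. The unthinned groups differed in depth, with medians of 21192 and 12197 UMIs in the HFD section and of 13032 and 2310 in the NCD section.

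To find a region like the one described, the cluster with the highest mean rank of CPM over the 7 immune marker sets was taken in each section, among clusters with at least 1% of the spots. This was HFD cluster 11 (161 spots, 4.48% of the section, led by Mmp12, Gpnmb and Ear2), with a mean rank of 10.3 among 11 clusters, ahead of cluster 9 with 9.00. In the NCD section it was cluster 7 (183 spots, 4.96%, led by Iglc1, Ccl21a and Jchain). The immune sets only describe these regions, since they were used to choose them. In HFD cluster 11 the log2 ratio to the rest of the section was 1.20 for macrophage, 0.97 for neutrophil, 1.08 for monocyte and 1.06 for T cell markers, while B cell markers did not differ beyond counting error (0.30, -0.18 to 0.75). Endothelial markers were not part of the choice. Their log2 ratio was -0.07 (-0.24 to 0.10) in HFD cluster 11 and 0.12 (-0.14 to 0.38) in NCD cluster 7, neither beyond counting error.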

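Hepatocyte transcripts (Alb, Apoa1, Cyp2e1, Mup3 and Pck1) made up 67483 CPM (67221 to 67745) in the 161 spots of HFD cluster 11 and 76386 CPM (76320 to 76451) in the rest of the HFD section, a log2 ratio of -0.18 (-0.18 to -0.17). In NCD cluster 7 they made up 84540 CPM (84158 to 84924), against 82657 CPM (82548 to 82766) in the rest of the NCD section, a log2 ratio of 0.03 (0.03 to 0.04). These are shares of transcripts, and numbers of hepatocytes were not measured. All 5 genes were lower in HFD cluster 11, from -0.42 for Cyp2e1 to -0.02 for Apoa1 on the log2 scale. The values depended on how the region was chosen. In HFD cluster 9, the cluster with the highest CPM of T cell markers, the log2 ratio was 0.06 (0.06 to 0.07), and in the region found at resolution 0.5 it was 0.03. In the NCD section the sign changed under 7 of the alternatives, with -0.65 as the lowest value, when mitochondrial genes and the 20 most abundant genes were left out. That value rests on Cyp2e1 and Pck1 alone, since Alb, Apoa1 and Mup3 are among the 20 genes. In NCD cluster 7 the log2 ratios were -0.77 for Cyp2e1, -0.05 for Pck1, 0.17 for Alb, -0.04 for Apoa1 and -0.23 for Mup3. The cluster with the lowest hepatocyte CPM of the HFD section was cluster 3 (417 spots, 64560 CPM), and the 7 immune sets together were not higher there than in the rest (log2 ratio -0.09, -0.18 to -0.00). Cluster 3 was led by Slc1a2, Rhbg and Glul, with pericentral genes above the rest (1.67, 1.66 to 1.68) and periportal genes below (-0.87). Endothelial markers were also above the rest there (0.48, 0.38 to 0.58). The low hepatocyte value of cluster 3 goes with zonal differences between hepatocytes, and these cannot be told apart from fewer hepatocytes. Zonal genes were among the genes that could define the clusters.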

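T cell transcripts were counted as UMIs of Cd3d, Cd3e and Cd3g, which GENCODE M21 places on chromosome 9 of GRCm38 at 44981786 to 44987339, 44998740 to 45009627 and 44969572 to 44980431. At least 1 such UMI was found in 349 HFD spots (9.71%, 416 UMIs) and in 183 NCD spots (4.96%, 237 UMIs). Fibrosis markers (Acta2, Col1a1 and Col1a2 together) made up 144 CPM (136 to 152) in HFD spots with T cell transcripts and 87.9 CPM (85.6 to 90.3) in HFD spots without, a log2 ratio of 0.71 (0.63 to 0.80). In the NCD section they made up 66.1 CPM (56.6 to 76.8) and 20.9 CPM (19.2 to 22.7), a log2 ratio of 1.66 (1.41 to 1.91). The macrophage marker Adgre1 did not differ beyond counting error, with log2 ratios of -0.12 (-0.35 to 0.10) in the HFD section and 0.00 (-0.63 to 0.57) in the NCD section. The HFD value for fibrosis markers moved most, to 1.46, when at least 2 T cell UMIs were required, and at 300 UMIs per spot that of Adgre1 was 1.84, from 5 spots with T cell transcripts that had an Adgre1 UMI.

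Spots were assigned by T cell transcripts before they were drawn down, and those with such transcripts were deeper, with medians of 24956 against 17889 UMIs in the HFD section and 12221 against 3857 in the NCD section. At 3000 UMIs per spot, a fibrosis marker was found in 26.4% (21.8 to 31.3) of HFD spots with T cell transcripts and 19.0% (17.6 to 20.4) of those without, and in 11.1% (6.72 to 17.0) and 5.76% (4.76 to 6.89) of NCD spots. At 300 UMIs the HFD shares were 3.72% (2.00 to 6.29) and 2.53% (2.02 to 3.13), and the NCD shares were 2.73% (0.893 to 6.26) and 0.653% (0.405 to 0.996). Unthinned, they were 72.5% and 59.7% in the HFD section and 32.8% and 9.66% in the NCD section.

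The cluster with the highest CPM of T cell markers was cluster 9 in the HFD section (228 spots) and cluster 7 in the NCD section. It held 63 (18.1%) of the HFD spots with T cell transcripts and 43 (23.5%) of the NCD spots with them. Outside this cluster, a comparison added after the data were examined, the log2 ratio of fibrosis markers was 0.10 (-0.04 to 0.24) in the HFD section and 1.00 (0.55 to 1.43) in the NCD section. The paper states that inflammation and fibrosis were most severe in the infiltrated region, above all where T cells had infiltrated.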

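Adgre1 (ENSMUSG00000004730), which encodes the macrophage surface protein F4/80, lies on chromosome 17 of GRCm38 from 57358691 to 57483527. Acta2 (ENSMUSG00000035783), which encodes α-SMA, lies on chromosome 19 from 34241090 to 34255590. Col1a1 (ENSMUSG00000001506) lies on chromosome 11 from 94936224 to 94953042 and Col1a2 (ENSMUSG00000029661) on chromosome 6 from 4504814 to 4541544. In HFD cluster 11, the cluster with the highest immune rank, Adgre1 reached 52.9 CPM (45.8 to 60.8), against 21.0 CPM (20.0 to 22.1) in the rest of the section, a log2 ratio of 1.33 (1.11 to 1.55). This was the highest of the 11 clusters compared. Acta2 was lower in cluster 11 than in the rest (-0.89, -1.29 to -0.52), and Col1a1 (0.25, -0.01 to 0.51) and Col1a2 (0.15, -0.10 to 0.38) did not differ beyond counting error. Each of the fibrosis genes had its highest CPM in HFD cluster 9 (led by Ccl21a, Sfrp1 and Cnn1). Acta2 reached 187 CPM (176 to 198) there, Col1a1 98.0 CPM (90.4 to 106) and Col1a2 120 CPM (111 to 129), with log2 ratios to the rest of 3.76, 2.11 and 2.04. Adgre1 was below the rest in cluster 9 (-0.37, -0.67 to -0.10). No HFD cluster was highest in all 4 genes. In NCD cluster 7 the log2 ratios were 4.64 for Acta2 (79.7 CPM), 3.54 for Col1a1 (36.5 CPM) and 2.69 for Col1a2 (46.4 CPM), and Adgre1 did not differ from the rest (-0.23, -0.96 to 0.43). Smooth muscle genes also peaked in NCD cluster 7 (161 CPM, with 18.6 CPM in cluster 2 as the next). Pericentral genes were below the rest in HFD cluster 9 (-1.82) and NCD cluster 7 (-0.72), and periportal genes above (0.12 and 0.20). Since the NCD section has such a peak too, normal structures with smooth muscle cannot be told apart from fibrosis in these clusters. The choice of region was sensitive to the clustering. At resolution 0.5 the HFD cluster with the highest immune rank shared 196 spots with cluster 9 and 2 with cluster 11, and its log2 ratios were 3.91 for Acta2 and -0.28 for Adgre1.

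**Figure D2:**
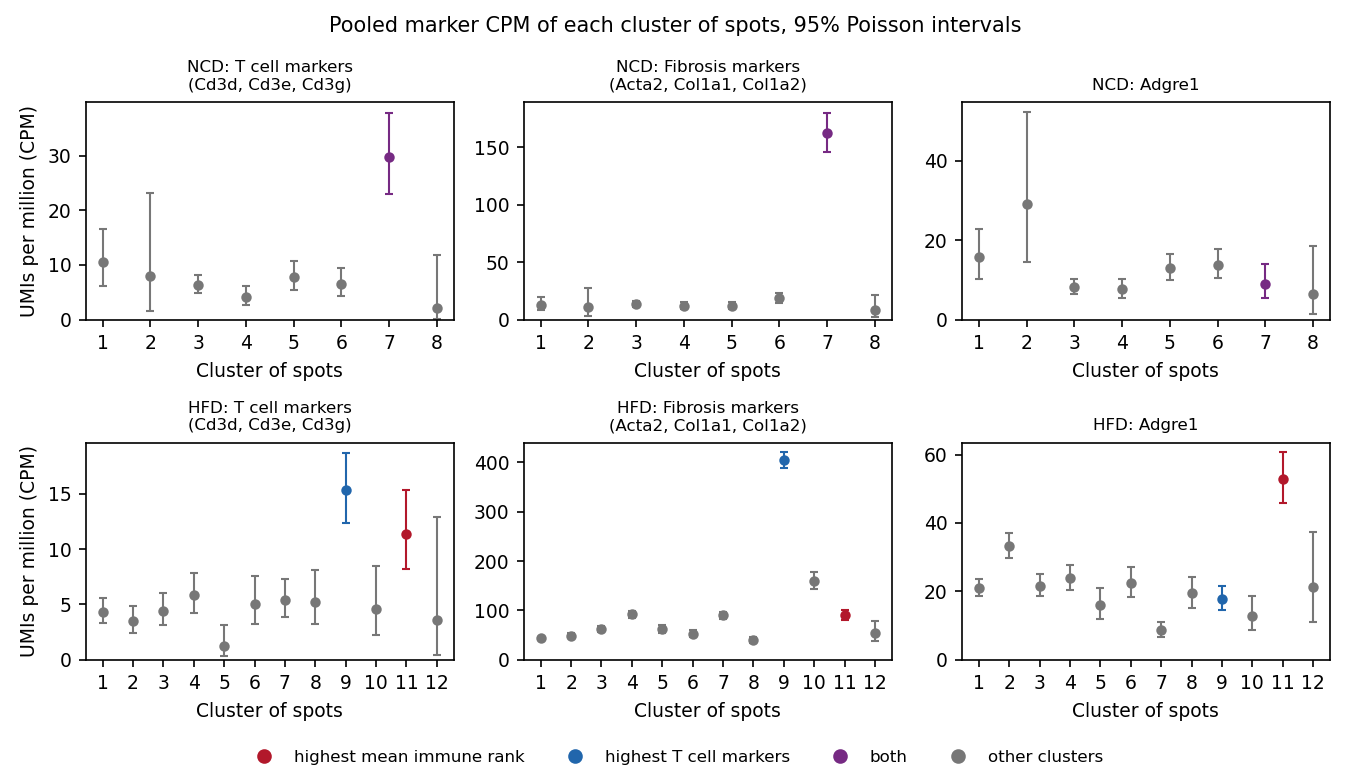
Pooled CPM (y axis) of T cell markers, fibrosis markers and Adgre1 in each cluster of spots (x axis) of the NCD section (upper panels) and the HFD section (lower panels), where bars are 95% Poisson intervals for counting error and colours mark the clusters with the highest immune rank (red), the highest T cell markers (blue) or both (purple). In the HFD section fibrosis markers peak in cluster 9 and Adgre1 in cluster 11, and in the NCD section fibrosis and T cell markers peak in cluster 7.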

The macrophage marker F4/80 (Adgre1) and fibrosis markers (α-SMA, Col1a1, and Col1a2) were highly expressed in this region (**Figure 2E**). Immunohistochemical staining confirmed the presence of inflammation and fibrosis in the livers of NAFLD mice, which were significantly improved by JQF treatment (**Figure 2F**).

### 3.3 JQF alleviates NAFLD by modulating the immune cell population

We further conducted independent analyses of the NCD, HFD, and JQF groups on the basis of the constructed single-cell atlas, characterizing the single-cell landscapes of each group (**Figure 3A**). We performed independent analyses of the cell proportions for each cell type in these three groups and identified changes in the proportions of multiple cell types between the HFD and NCD groups (**Figures 3B, C**). Additionally, we found that JQF improved some of these differences. For example, the percentages of macrophages and monocytes were significantly greater in the HFD group than in the NCD group but significantly lower in the JQF group. Furthermore, compared with those in the NCD group, the percentages of T cells, natural killer (NK) cells, dendritic cells (DCs), and neutrophils were significantly greater in both the HFD and JQF groups, whereas the percentages of hepatocytes and endothelial cells were significantly lower. Notably, the percentage of T cells showed significantly changed after JQF treatment. These findings indicate significant alterations in immune cell populations in the liver tissue of HFD-induced NAFLD mice, and that JQF can modulate some of these immune cells.

**Figure 3:**
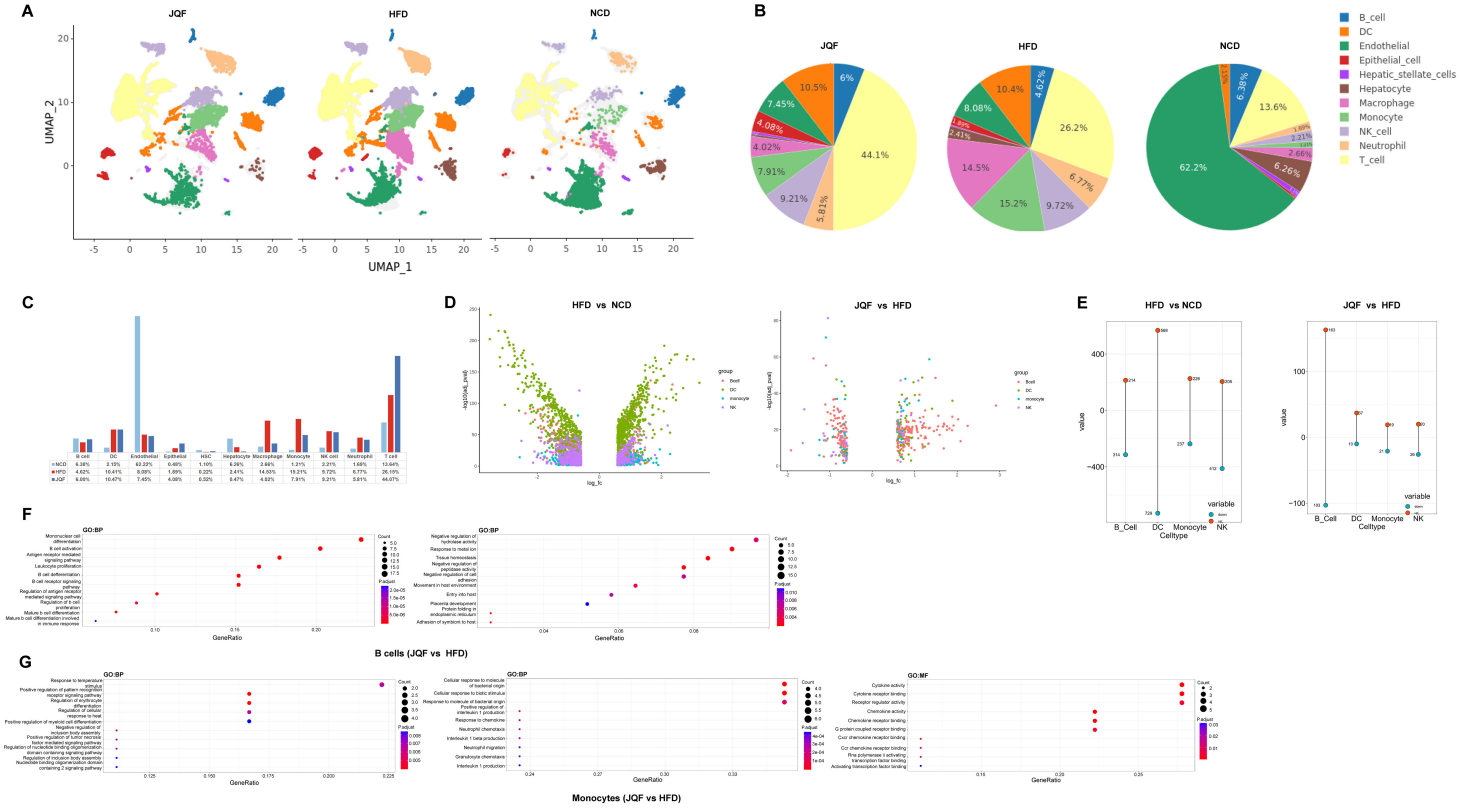
JQF improves NAFLD by modulating immune cell populations. **(A)** Single-cell atlas for each group. **(B, C)** Proportions of cell types in each group. **(D, E)** Differential expression analysis of B cells, DCs, monocytes, and NK cells within cell clusters, volcano plots showing DEGs, and the number of upregulated and downregulated DEGs. The upregulated genes are represented in red, and downregulated genes are represented in green. **(F, G)** GO enrichment analysis (BP, biological processes),(MF, molecular functions) for B cells and monocytes, showing the top 10 enriched terms.

To gain a better understanding of the functions and roles of each immune cell population in this study, and to elucidate the roles of innate and adaptive immune response cells in NAFLD, we performed differential expression analysis within and between cell clusters for B cells, DCs, monocytes, and NK cells (**Figure 3D**). We found that, compared with the NCD group, DCs had the greatest number of differentially expressed genes (DEGs) in the HFD group, totaling 1297 DEGs. NK cells, B cells, and monocytes were also affected, with 617, 527, and 463 DEGs, respectively. Interestingly, after JQF treatment, B cells became the cell population with the greatest number of regulated DEGs, totaling 266. Although there was no significant change in the proportion of B cells among the three groups, the numbers of DEGs regulated by DCs, NK cells, and monocytes were only 47, 46, and 40, respectively (**Figure 3E**).

Next, we conducted enrichment analysis on the 266 DEGs that showed the most significant changes in B cells after treatment. The GO terms revealed involvement in the B cell receptor signaling pathway, B cell activation, differentiation of mature B cells in immune response, regulation of antigen receptor-mediated signaling pathway, and regulation of B cell proliferation (**Figure 3F**). These findings suggest that B cells can secrete cytokines and antibodies, regulate immunity, promote inflammation, and also negatively regulate the activity of hydrolases, participate in protein folding within the endoplasmic reticulum. Endoplasmic reticulum stress can lead to abnormal expression and function of endoplasmic reticulum-related proteins, contributing to lipid metabolism disorders and exacerbating NAFLD (22). Additionally, we performed enrichment analysis on the DEGs of monocytes, which showed a significant decrease in cell proportion after treatment. We found that monocytes can positively regulate tumor necrosis factor-mediated signaling pathway and interleukin-1 production, and can interact with Cxcr chemokine receptors and Ccr chemokine receptors, thus mediating cytokine activity (**Figure 3G**). These findings indicate that monocytes play a role in regulating inflammatory responses in NAFLD through the release of cytokines and chemokines. Moreover, monocytes can be activated and recruited to liver tissue, where they further differentiate into macrophages, and promote liver inflammation and fibrosis (23). These findings suggest that JQF may regulate inflammation and immune dysregulation in NAFLD.

### 3.4 The identification of macrophage subclusters revealed the crucial role of innate immunity in NAFLD

Liver macrophages exhibit heterogeneity. To comprehensively characterize the changes in macrophages in NAFLD and their response to JQF intervention, we identified three subgroups of macrophages (**Figures 4A, B**). We further compared the proportions of different macrophage subgroups among the three groups (**Figure 4C**). In the HFD group, the percentage of monocyte-derived macrophages (MoMFs) was significantly greater than that in the NCD group, while the proportion of tissue-resident Kupffer cells (KCs) was significantly lower. Normally, KCs are the resident macrophages in the liver, accounting for 80–90% of all macrophages. However, as NAFLD progresses to NASH, the number of KCs gradually decreases, and MoMFs infiltrate and increase, replacing the resident KCs as the predominant macrophage population (24). Our results are consistent with these findings. After JQF intervention, the proportions of MoMFs and KCs significantly changed, with a trend toward the NCD group. Additionally, we identified a macrophage subgroup that expresses lipid receptors, known as NASH-associated macrophages (NAM), which express triggering receptors on myeloid cells 2 (TREM2) and expand in NASH livers to coordinate hepatocyte energy supply and mitochondrial function (25). We found that the proportion of NAM was significantly greater in the HFD group than in the NCD group, and that it decreased after JQF intervention. These findings suggest that JQF treatment significantly alters the proportions of macrophage subgroups, indicating that JQF may primarily exert its therapeutic effects by regulating KCs and MoMFs. Upon further analysis of the subpopulations, we found that the prototypic marker Clec1b was highly expressed in KCs, as was the characteristic expression of Timd4 (**Figure 4D**). The enrichment analysis revealed that KCs are enriched in processes related to lipid engulfment through endocytosis, regulation of cholesterol homeostasis, as well as pathways associated with inflammation and fibrosis, such as chemokine signaling, angiogenesis, and epithelial-to-mesenchymal transition. Additionally, KCs are enriched in processes related to antigen processing and presentation, indicating their involvement as antigen-presenting cells in antigen processing and presentation (**Figure 4E**). MoMFs exhibited high expression of the pan-macrophage marker Fcgr1, as well as Clec1b. Monocyte infiltration was dependent on chemokine receptors such as Ccr2 and Cx3cr1 (**Figure 4D**). Enrichment analysis indicated that MoMFs were engaged in phagocytosis mediated by Fcγ receptors, transduction of Tnfa signal transduction through nfkb, Il6 jak stat3 signaling promoting inflammation, and immune regulation through association with major histocompatibility complex (MHC) II protein complexes. Furthermore, MoMFs were enriched in fibrosis-related processes such as sprouting angiogenesis, positive regulation of cell adhesion, regulation of vascular system development, and TGF-β signaling pathway (**Figure 4F**). Moreover, NAMs exhibited characteristic expression of Cd9, Trem2, and Spp1 (**Figure 4D**). Spp1, encoding osteopontin (OPN), is a potent inducer of liver fibrosis. NAMs also highly expressed genes involved in tissue repair and remodeling, such as Mmp12, and were consistently enriched in GO terms related to lipid metabolism, collagen synthesis, and tissue remodeling, including Ppar signaling pathway and regulation of actin cytoskeleton (**Figure 4G**).

**Figure 4:**
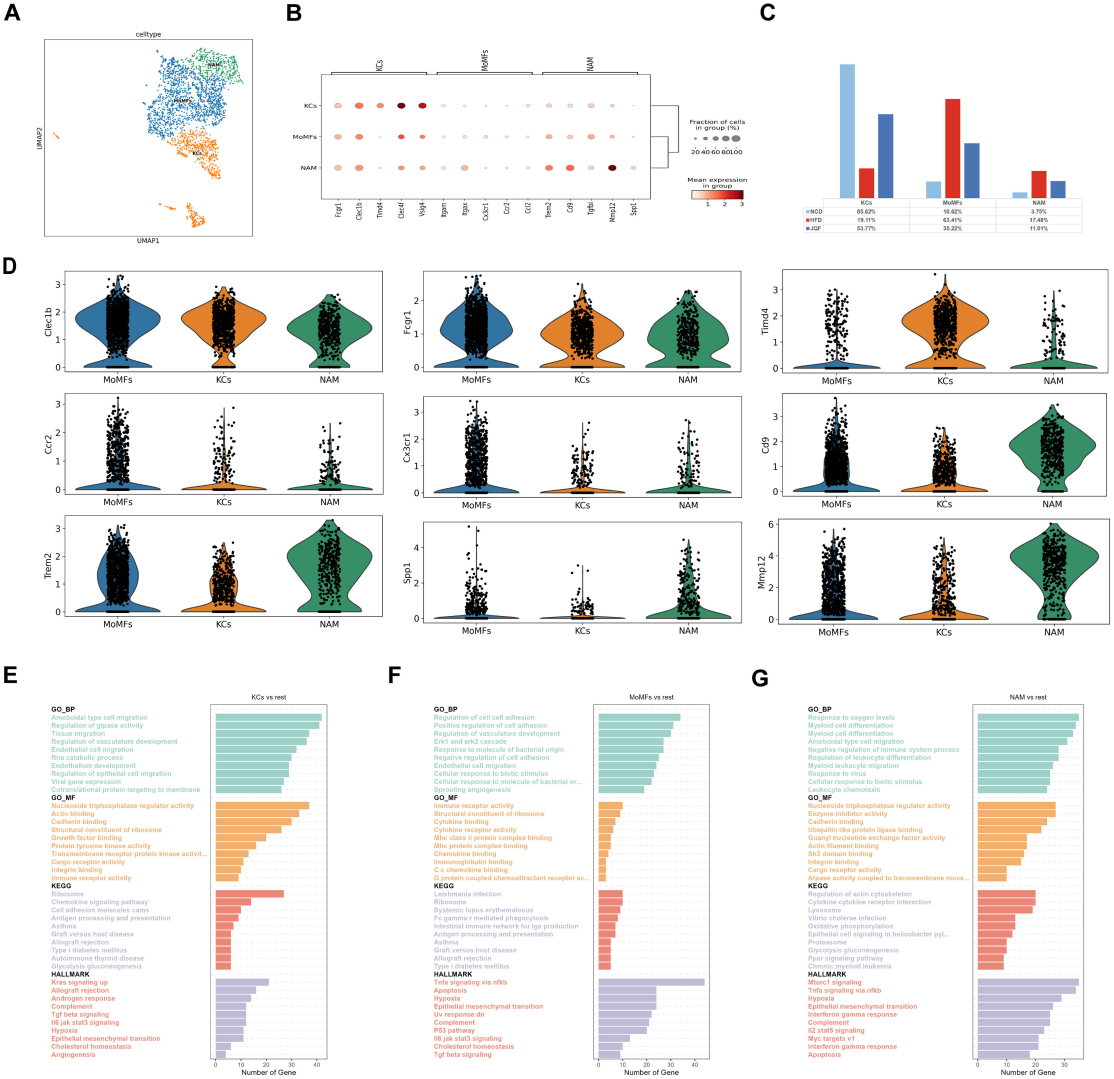
Identification of macrophage subclusters. **(A)** Subclustering of macrophages was performed using UMAP visualization. **(B)** Dot plot was used to visualize the expression of cell type markers in the macrophage subclusters. **(C)** Proportions of cell types within each group of macrophage subclusters. **(D)** Circos plot illustrating the prominent molecules in the macrophage subclusters. **(E–G)** Top 10 enriched terms in GO (BP, MF), HALLMARK, and KEGG pathway analysis for the macrophage subclusters.

### 3.5 The identification of T cell subclusters revealed the crucial role of adaptive immunity in NAFLD

We also performed subclustering of T cells and identified six T cell subgroups, including Th1, Th2, Tc, NKT, Treg, and Th17 (**Figures 5A, B**). We compared the proportions of these subgroups among the three groups and found that the percentages of Th2 and NKT cells were significantly lower in the HFD group than in the NCD and JQF groups. In contrast, the percentages of Tc and Th1 cells were significantly greater in the HFD group than in the NCD group. After JQF intervention, the proportions of these cell subgroups significantly decreased (**Figure 5C**). These findings indicate that JQF treatment leads to significant changes in the proportions of T cell subgroups, especially Th2 and Tc subgroups. Further analysis revealed that the Tc subgroup, which showed significant changes in cell proportions, exhibited characteristic expression of Cd8a, Cd8b1, Gzmb, Gzmk, and Prf1 (**Figure 5D**). Studies have shown that lobular inflammation and ballooning are associated with the accumulation of Tc cells in the liver (26). Tc cells may participate in inflammatory responses and cytotoxicity by recognizing and killing damaged liver cells or by releasing cytotoxic molecules (such as perforin) to induce apoptosis of damaged cells, thus contributing to liver inflammation and fibrosis. GO enrichment analysis also identified consistent terms related to cell killing, positive regulation of cell adhesion, regulation of immune effector process, T cell activation, inflammation, and cell apoptosis (**Figure 5E**). This suggests that Tc cells may be a key cell population involved in the alleviation of NAFLD by JQF. Another subgroup showing significant changes in cell proportions was Th2, which exhibited characteristic expression of Il-4 (**Figure 5D**). DEG analysis revealed enrichment of biological processes related to interleukin-4 and interleukin-13 signaling, as well as interleukin-10 signaling. Th2 cells can also interact with MHC class I proteins to regulate T cell activation and negatively regulate immune system processes (**Figure 5F**). This may be another reason for the therapeutic effects of JQF. Furthermore, Th1 cells showed characteristic expression of Tnfsf8 and Mki67 (**Figure 5D**). The main effector functions of Th1 cells involve cellular immunity and inflammation, including the activation of other immune cells such as macrophages and natural killer cells. Enrichment analysis also suggested that Th1 cells can participate in natural killer cell-mediated immune regulation and regulate T cell activation (**Figure 5G**). NKT cells exhibited characteristic expression of Fcer1g, Klrb1c (encoding NK1.1), and Gzmb, as well as Cd8a (**Figure 5D**). NKT cells are considered to be a subset of T cells that express the T cell receptor (TCR) and Fcer1g with high cytotoxic potential. KEGG analysis also revealed their involvement in natural killer cell-mediated cytotoxicity and T cell receptor signaling pathways (**Figure 5H**).

**Figure 5:**
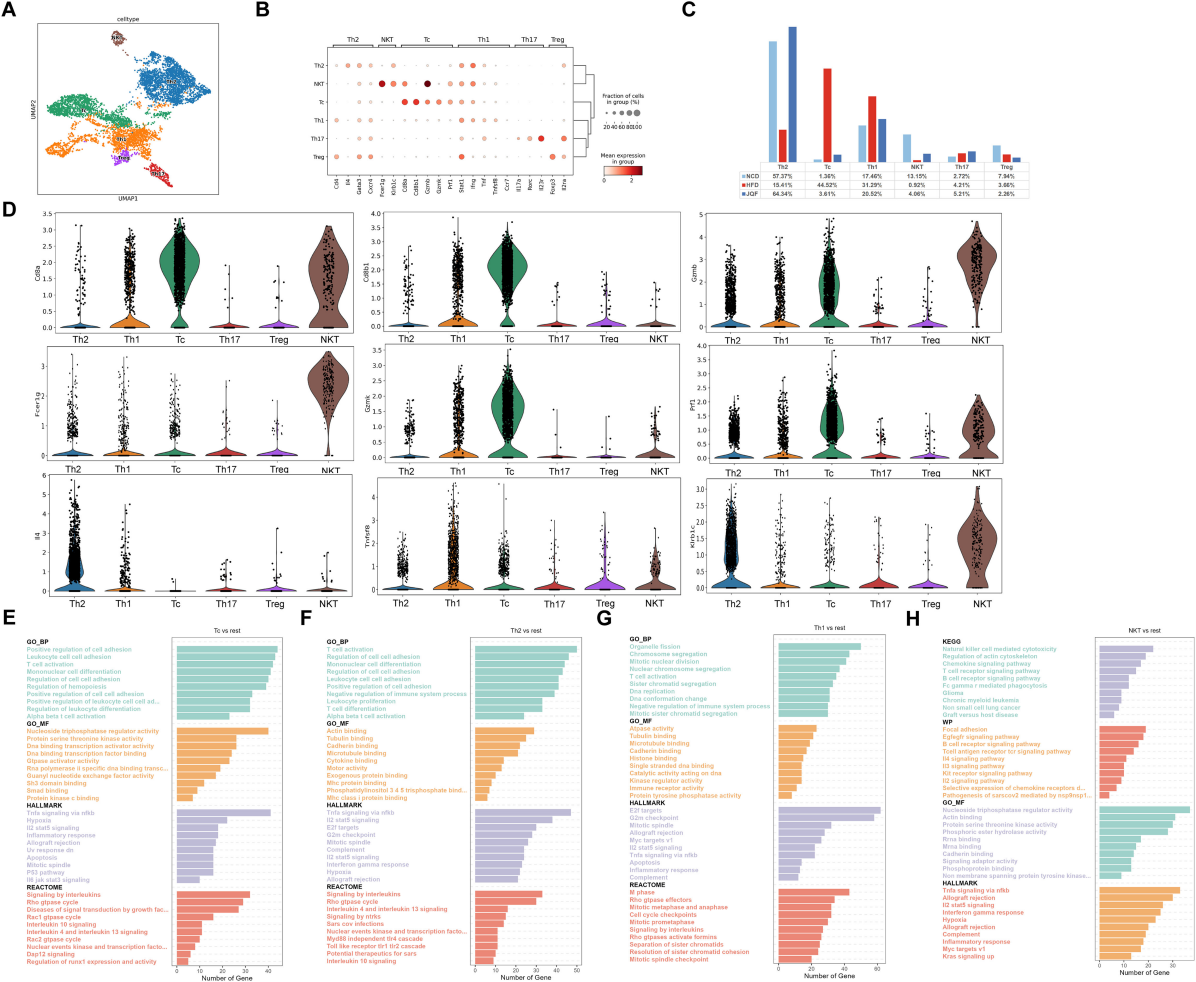
Identification of T cells subclusters. **(A)** Subclustering of T cells was performed using UMAP visualization. **(B)** Dot plot was used to visualize the expression of cell type markers in the T cells subclusters. **(C)** Proportions of cell types within each group of T cells subclusters. **(D)** Circos plot illustrating the prominent molecules in the T cells subclusters. **(E–H)** Top 10 enriched terms in GO (BP, MF), REACTOME, HALLMARK, WP, and KEGG pathway analysis for the T cells subclusters.

### 3.6 Immune subgroups mitigate NAFLD by exerting anti-inflammatory and anti-fibrotic effects through cellular communication

Macrophage subgroups KCs, MoMFs, NAM, and T cell subgroups Th2 and Tc play significant roles in NAFLD, and they may be the key subgroups through which JQF exerts its therapeutic effects. To further clarify how these immune subgroups contribute to treatment, we conducted a cell communication analysis on 18 cell populations (including subgroups) divided into HFD and JQF groups. The results revealed that overall cell communication was enhanced after JQF treatment, including an increase in the number of inferred interactions and increased interaction strength, was increased after JQF treatment (**Figure 6A**). We focused on two representative signaling pathways within the significant ligand-receptor pairs, including the ICAM and TGFb pathways. The inferred ICAM signaling network indicated that DC cells, epithelial cells, monocytes, and neutrophils are the most prominent sources of ICAM ligands that act on macrophages (KCs, MoMFs, NAM) and T cells (Th2 and Tc). After JQF treatment, communication targeting macrophages was significantly reduced, substantially weakening both autocrine and paracrine signaling in macrophages while enhancing autocrine and paracrine signaling in Th2 cells, thereby reducing inflammation and alleviating fibrosis. This finding is consistent with that of Chen et al., who reported that weakened ICAM signals and reduced intercellular adhesion molecule crosstalk between activated hepatic stellate cells and neutrophils mitigated liver fibrosis (27) (**Figure 6B**). Additionally, the inferred TGFb signaling network suggested that monocytes and B cells are the main sources of TGFβ ligands that act on macrophages. Studies also indicate that TGF-β is a critical regulator of both innate and adaptive immunity, acting as a general executor of immune tolerance and an inflammation suppressor. Lack of TGF-β can lead to inflammation, thereby causing fibrosis. TGF-β can inhibit B cell proliferation and significantly affects macrophage signal transduction, *In vitro*, culturing tissue macrophages with TGF-β can suppress the expression of various pro-inflammatory genes, including TNF, IL-12, and inducible nitric oxide synthase (28). After JQF treatment, the communication of genes involved in the TGFb signaling pathway, especially Th2 cells, was increased. Notably, CellChat revealed that most of the TGFb interactions between these cells were paracrine with only macrophages (KCs, NAM), monocytes, and B cells exhibiting significant autocrine signals (**Figure 6C**).

**Figure 6:**
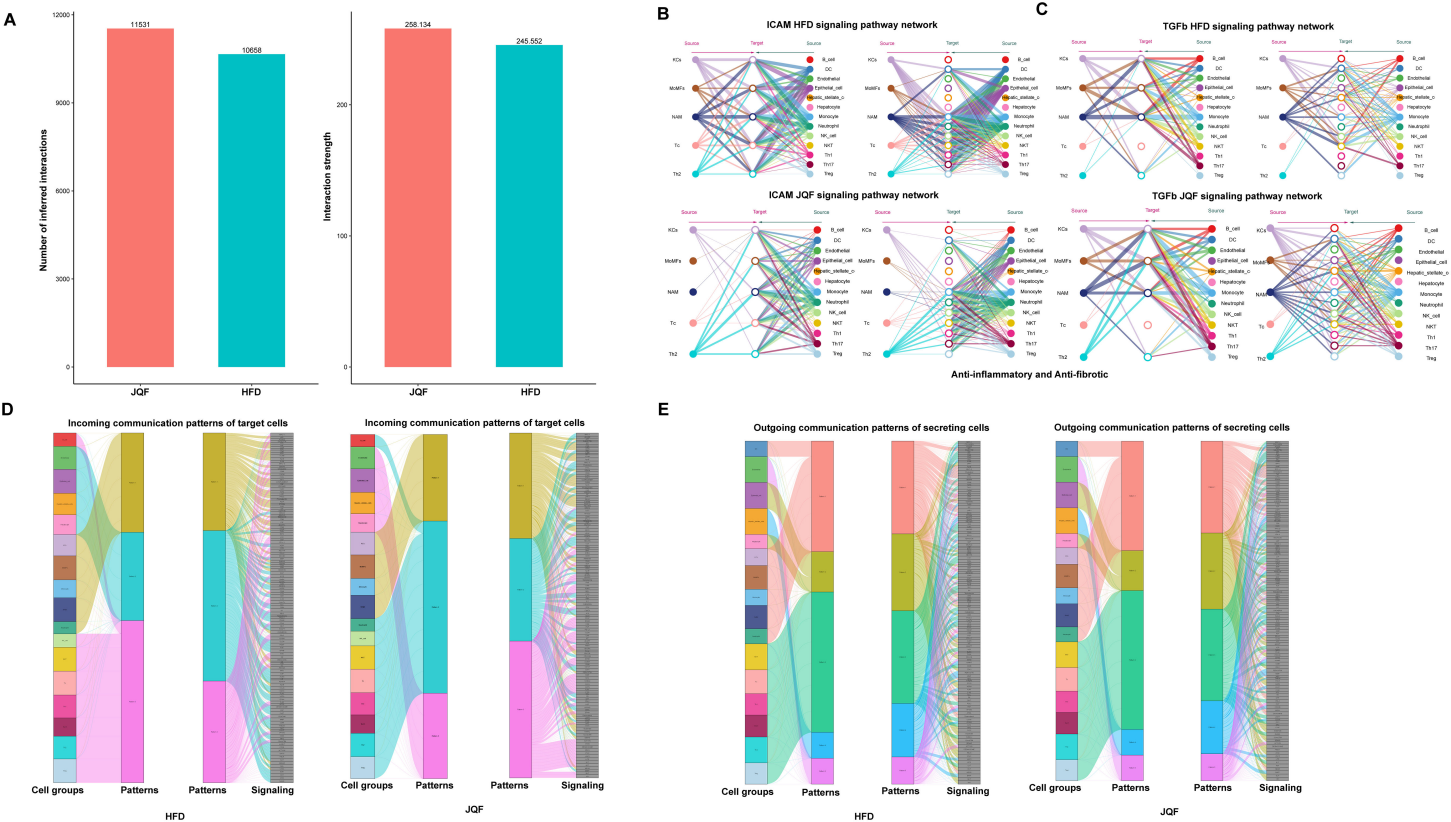
Cell communication analysis after JQF treatment for NAFLD. **(A)** Number of inferred interactions and interaction strength. **(B)** Hierarchical diagram of the inferred cellular communication network for ICAM signaling. **(C)** Hierarchical diagram of the inferred cellular communication network for TGFb signaling. **(D)** Inferred incoming communication patterns for target cells. **(E)** Inferred outgoing communication patterns for secretory cells, showing the correspondence between inferred potential patterns, cell groups, and signaling pathways.

In addition to exploring the detailed communication of individual pathways, we also employed a pattern recognition approach based on non-negative matrix factorization to identify global communication patterns and key signals within different cell populations, exploring how multiple cell groups and signaling pathways coordinate their effects (29). This analysis revealed three incoming signal patterns and five outgoing signal patterns. For example, the communication patterns of target cells indicate that incoming signals to macrophages and T cells were predominantly governed by patterns #1 and #3, which include pathways such as TGFβ and ICAM, and signals like CD86, TNF, CSF, and SPP1. Furthermore, JQF treatment could alter the communication patterns of cells, such as incoming B cell signals in the HFD group, which were predominantly governed by pattern #3 before treatment, shifting to pattern #2 following JQF treatment (**Figure 6D**). On the other hand, the output revealed that all outgoing T cell signals were characterized by pattern #3, representing various pathways including but not limited to MHC-1, CCL, CD6, IFN-II, and IL4. It also showed that all outgoing macrophage signals were characterized by pattern #1, which represented pathways such as TGFβ, TNF, IL1, and PDGF (**Figure 6E**). Additionally, it is noteworthy that both the incoming and outgoing signals of monocytes shared the same pattern #1 with macrophages. Overall, this suggests that despite the differences in cell types, shared signaling networks are possible within the same tissue, and JQF treatment can alter the communication patterns of certain cells.

### 3.7 SCENIC analysis revealed key transcription factors regulating the progression of NAFLD

To further explore the gene regulatory networks governing the homeostasis and activation of macrophages and T cells, we performed unbiased single-cell regulatory network inference and clustering (SCENIC) analysis on their respective transcriptomes. In macrophages, we identified 528 direct homologous transcription factors and created regulon specificity scores (RSS) based on Jensen-Shannon divergence. We visualized the top 10 key transcription factors with the highest RSS values in each macrophage subgroup (**Figure 7A**). Additionally, we found that Stat2, an important transcription factor (TF) in the JQF-regulated macrophage subgroup called MoMFs, may be a critical transcription factor involved in JQF-mediated alleviation of NAFLD inflammation. Enrichment analysis revealed its role in regulating innate immune responses and playing a crucial role in cellular signaling of interferons (**Figure 7C**). Studies have shown that defects in Stat2 can impair type I interferon signaling, leading to excessive inflammation (30). Another significant TF in MoMFs, Mta3, was found to positively regulate cytokine production and play a crucial role in antigen processing and presentation of exogenous peptide antigens, thereby regulating immune effector processes (**Figure 7D**). Furthermore, our results indicated that the Usf1 TF in MoMFs and the Pparg TF in KCs are key regulators of hepatic lipid metabolism (**Figure 7A**). Studies have shown that in mice, inactivation of Usf1 significantly improves diet-induced dyslipidemia, obesity, IR, hepatic steatosis, and atherosclerosis (31), while NASH is associated with IR and increased expression of PPARγ in the liver (32).

**Figure 7:**
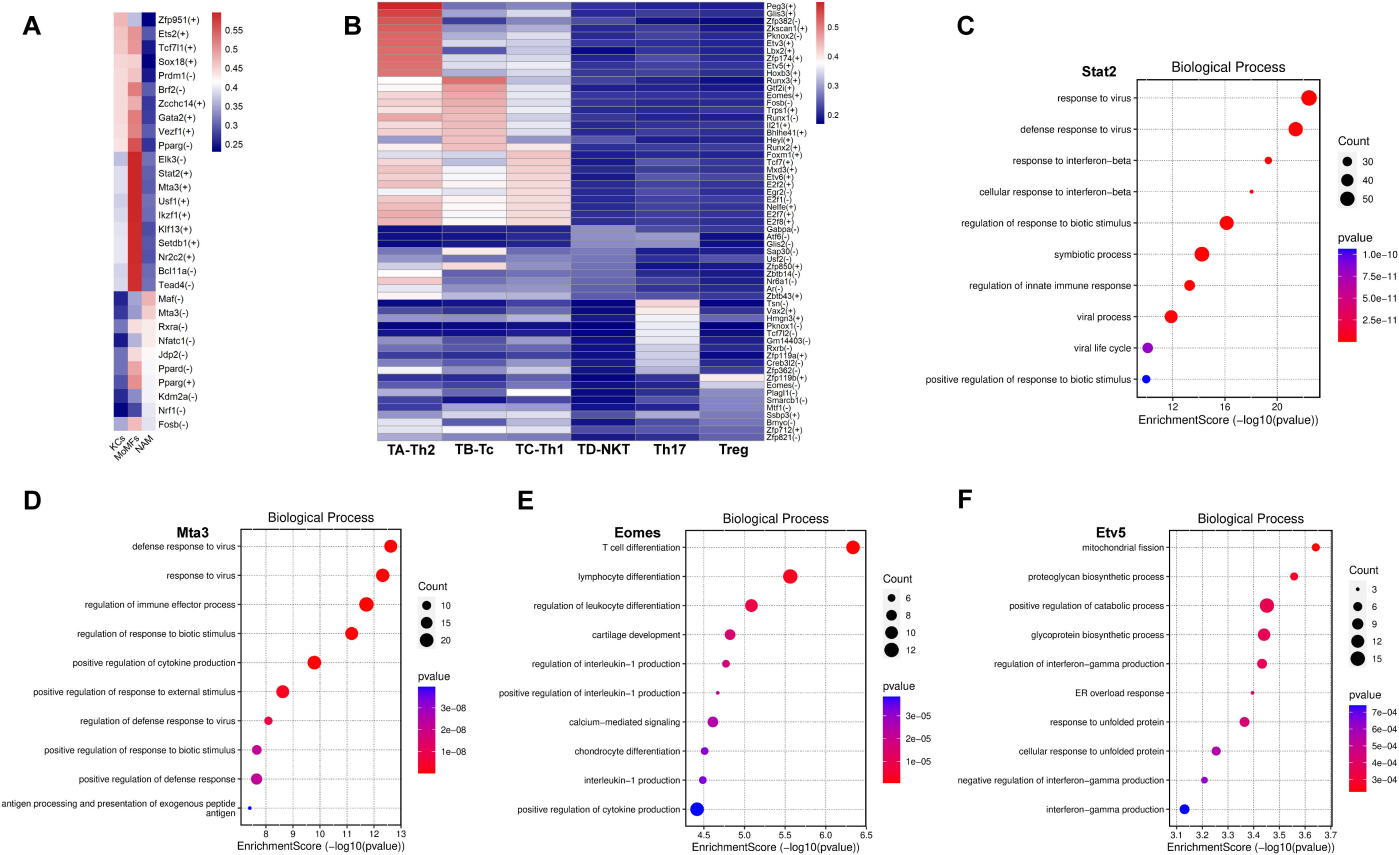
Key TFs regulated by JQF in NAFLD. **(A, B)** Top 10 key TFs identified for subclusters of macrophages and T cells based on RSS values. **(C–F)** Top 10 enriched GO terms in BP for TFs Stat2, Mta3, Eomes, and Etv5.

In T cells, we identified 564 direct homologous transcription factors and created an relative signal strength (RSS) heatmap to visualize the top 10 key transcription factors with the highest RSS values in each T cell subgroup (**Figure 7B**). Furthermore, we conducted enrichment analysis on the significantly altered cell subgroups Tc and Th2 after JQF treatment. The results indicated that the Eomes transcription factor in the Tc subgroup can regulate leukocyte differentiation and participate in lymphocyte and T cell differentiation (**Figure 7E**). Eomes positively regulates the production of cytokines, including interleukin-1. Eomes has been reported as a major transcription factor in Tc cells, closely associated with CD8 T cell development and effector functions (33). Therefore, we consider Eomes a potential key transcription factor in JQF-mediated immune modulation for alleviating NAFLD in Tc cells. Another key cell subgroup significantly regulated by JQF, Th2, was enriched with the Etv5 transcription factor. Enrichment analysis revealed that Etv5 actively regulates processes such as protein degradation and glycoprotein biosynthesis, responds to endoplasmic reticulum stress overload, and participates in cellular responses to unfolded proteins (**Figure 7F**). Research has demonstrated that Etv5 is an obesity-related transcriptional inhibitor of insulin secretion and is closely associated with obesity and type 2 diabetes (34). Mao Z et al. demonstrated that peroxisome proliferator-activated receptor (PPAR) signaling and fatty acid degradation/metabolism pathways are significantly downregulated in Etv5-deficient hepatocytes both *in vitro* and *in vivo*. Etv5 was identified as a novel transcription factor regulating hepatic fatty acid metabolism (35). Additionally, Etv5 negatively regulates the production of interferon-gamma. Therefore, we consider Etv5 as another important transcription factor in JQF’s therapeutic effects.

## 4 Discussion

NAFLD is a common metabolic disorder that has received significant attention due to its increasing prevalence and its potential to progress to liver dysfunction and failure. It has recently been renamed as MASLD. Currently, there are no approved treatments for NAFLD (36). JQF is a formula developed by Academician Tong Xiaolin based on decades of clinical experience. It is derived from the modified classic formula Da Huang Huang Lian Xiexin Tang and has shown promising therapeutic effects on obesity, NAFLD, and T2D. NAFLD progression features include simple lipid accumulation, NASH, steatosis, inflammation, hepatocyte injury, and fibrosis. The liver, an important immune organ, contains numerous innate and adaptive immune cells. Studies have demonstrated that NAFLD involves several immune cell-mediated inflammatory processes, particularly during the progression to NASH, where inflammation is a key component of the disease (22, 37). The emergence of scRNA-seq and ST has provided more precise tools to comprehensively reveal the characteristics and spatial information of liver immune cells during NAFLD and NASH, and to elucidate the mechanisms underlying the therapeutic effects of JQF.

Firstly, JQF significantly improved the liver weight, liver index, hepatic TG, and lipid profile in NAFLD mice, and it also significantly decreased serum ALT and inflammatory levels, alleviating the histopathological changes in the liver. These findings confirm that JQF improves hepatic steatosis, inflammation, and fibrosis in NAFLD mice. Additionally, JQF was able to significantly inhibit weight gain and blood glucose elevation in NAFLD mice, enhance the body’s glucose tolerance, and alleviate IR. Besides, JQF did not exhibit any adverse reactions or side effects in the treatment of NAFLD mice. By combining scRNA-seq and ST, we performed transcriptional mapping of all major resident cell types in NAFLD. We obtained spatial positional information and further explored the potential mechanisms of JQF at the single-cell level. In this study, we constructed a single-cell atlas of liver tissue and identified 11 major cell types along with their gene expression profiles. 

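Over all spots over tissue, the fibrosis genes made up a larger share of UMIs in the HFD section than in the NCD section. Acta2 was at 28.7 CPM (27.5 to 30.0) against 9.06 CPM (8.00 to 10.2), Col1a1 at 29.2 CPM (27.9 to 30.4) against 5.68 CPM (4.85 to 6.62), and Col1a2 at 37.0 CPM (35.6 to 38.5) against 10.2 CPM (9.07 to 11.4). The log2 ratio of the 3 genes together was 1.93 (1.82 to 2.04), and it moved most, to 2.22, without the 1% of spots with the most of these UMIs in each section. That cut took a larger share of the NCD counts, which raised the ratio. At 300 UMIs per spot the share of spots with a UMI was still higher in the HFD section, by 0.598 percentage points (0.234 to 0.986) for Acta2, 0.799 (0.449 to 1.19) for Col1a1 and 0.621 (0.226 to 1.04) for Col1a2. Unthinned shares were 22.6% and 3.82% for Acta2, 32.8% and 3.30% for Col1a1 and 40.5% and 6.20% for Col1a2.

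For Adgre1 the result depended on how spots were weighted. It was at 22.7 CPM (21.6 to 23.8) in the HFD section and 10.4 CPM (9.29 to 11.7) in the NCD section, a log2 ratio of 1.12 in pooled counts, 0.21 as the mean of CPM per spot and -0.08 at 300 UMIs per spot. The share of spots with an Adgre1 UMI was 32.5% in the HFD section and 6.99% in the NCD section unthinned, 0.501% and 0.530% at 300 UMIs (difference -0.0285 percentage points, -0.396 to 0.333) and 5.85% and 2.85% at 3000 UMIs (difference 3.00, 1.90 to 4.06). In the NCD section Adgre1 was at 38.2 CPM (21.4 to 63.1) in the 840 spots under 1000 UMIs, from 15 UMIs, and at 9.76 CPM (8.62 to 11.0) in spots with at least 3000.

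Of the immune sets, monocyte markers had a log2 ratio of 0.73 (0.40 to 1.08), dendritic cell markers 1.93 (1.53 to 2.35) and macrophage markers 0.40 (0.33 to 0.47). The dendritic cell value rests mostly on Itgax (2.61), with Clec9a at 1.04 and Xcr1 at -0.31 (-1.42 to 0.88). Among the macrophage genes Cd68 (1.46) and Adgre1 (1.12) were higher and Clec4f (-0.14) was lower. Spic (-0.03) did not differ beyond counting error. The macrophage value was 0.01 as the mean of CPM per spot and 0.00 at 300 UMIs per spot, while at 3000 UMIs these markers were found in 24.2% (22.8 to 25.6) of HFD spots and 18.8% (17.1 to 20.5) of NCD spots. T cell markers were lower in the HFD section in pooled counts (-0.50, -0.73 to -0.26), and so were B cell (-1.67, -1.82 to -1.52), NK cell (-0.46, -0.80 to -0.12) and neutrophil markers (-0.41, -0.58 to -0.24). At 300 UMIs per spot the T cell value reversed to 0.92, but the shares of spots behind it overlapped within counting error (0.445%, 0.255 to 0.722 in the HFD section and 0.235%, 0.102 to 0.463 in the NCD section). At 3000 UMIs T cell markers were found in fewer HFD spots (1.44%, 1.08 to 1.89) than NCD spots (2.66%, 2.01 to 3.44). At 300 UMIs the shares of spots with monocyte, dendritic cell, B cell, NK cell or neutrophil markers overlapped within counting error between the sections. At 3000 UMIs dendritic cell markers were found in more HFD spots (1.78%, 1.37 to 2.27) than NCD spots (0.664%, 0.364 to 1.11), and B cell markers in fewer (2.52%, 2.02 to 3.09, and 3.99%, 3.19 to 4.91). Monocyte (1.41% and 1.04%), NK cell (0.791% and 1.19%) and neutrophil markers (3.45% and 2.90%) overlapped within counting error at that depth, so for these the pooled difference was not seen in shares of spots at equal depth. Without the 1% of spots with the most of its UMIs the neutrophil value reversed to 0.35, but that cut took a larger share of the NCD counts. Hepatocyte markers had a log2 ratio of -0.13 (-0.13 to -0.12), which rests on Mup3 (-1.41) and Cyp2e1 (-0.69), while Alb (0.05), Apoa1 (0.10) and Pck1 (0.12) were higher in the HFD section. Other hepatocyte markers (Ttr, Apoa2, Apoc3, Fgb, Rbp4 and Trf), compared between the sections after the data were examined, were higher when pooled, at 72067 CPM against 56688 CPM (log2 ratio 0.35, 0.34 to 0.35). They differed by gene too, with Ttr (0.62), Apoa2 (0.30), Apoc3 (0.19) and Trf (0.79) higher and Fgb (-0.66) and Rbp4 (-0.26) lower, so neither a lower nor a higher level of hepatocyte transcripts overall was shown. The median gene, over 8968 genes with at least 100 UMIs in each section, had a log2 ratio of 0.19.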

We also observed distinct immune cell distributions between NCD mice and NAFLD mice, with the onset of fibrotic phenotypes in the immune cell-infiltrated areas of NAFLD mice, indicating the potential roles of immune cells such as monocytes, macrophages, and T cells in the progression of NAFLD, consistent with other research reports (22). Taken together, our scRNA-seq data suggest that JQF significantly modulates these immune cell populations. Cellular communication analysis also confirmed the relationships among macrophages, monocytes, and B cells.

Further investigation revealed that monocytes, macrophage subtypes KCs and MoMFs, and T cell subtypes Th2 and Tc were the most immune-regulated cells in the liver tissue of NAFLD mice treated with JQF. Liver macrophages, namely KCs and MoMFs, are reported to be key participants in innate immunity and are highly plastic within the immune system. Compared with KCs, MoMFs are more pro-inflammatory and influence the liver’s response to NASH by limiting lipid storage and promoting liver injury (37). The activation of the immune system and the recruitment of pro-inflammatory cells to the liver during the NASH stage are critical events in the pathogenesis of NAFLD, with hepatic macrophages having been shown to promote the progression of NAFLD by producing inflammatory factors (38). Consistent with our findings, JQF increased the proportion of KCs, decreased the proportions of MoMFs and NAMs, regulated macrophage remodeling, alleviated inflammatory responses, and participated in immune regulation through MHC II antigen presentation. The transcription factor Stat2 in the MoMFs subset may play a key upstream role in JQF’s effects. Studies have shown that Stat2, as a member of the Stat family, plays a crucial role in immune responses to both extracellular and intracellular stimuli, including cancer initiation, inflammatory responses, and tumor cell invasion. Loss of Stat2 may lead to aberrant inflammatory signaling transduction in macrophages. Additionally, Stat2 is involved in lipid synthesis by regulating acetyl-CoA carboxylase 1 (ACC1) levels (39, 40), indicating that Stat2 may be a key transcription factor in the MoMFs subset involved in the alleviation of hepatic steatosis and inflammation in NAFLD by JQF. Furthermore, our results suggest that the transcription factor Mta3 in the MoMFs subset may be a key factor in the ability of JQF to alleviate hepatic fibrosis in NAFLD. It has been reported that Mta3 participates in fibrosis by inhibiting epithelial-mesenchymal transition (EMT). A study by Xiao et al. showed that emodin, one of the key components of JQF, alleviated cardiac fibrosis by upregulating Mta3 to inhibit the activation of cardiac fibroblasts (41). Therefore, emodin may contribute to JQF’s effects.

Our research suggests that JQF primarily ameliorates NAFLD by modulating Th2 and Tc cells involved in adaptive immunity. T cells induce specific effector functions by recognizing antigens presented on MHC class I molecules by antigen-presenting cells (42). It has been reported that the activation of Tc cells enhances the secretion of pro-inflammatory cytokines, such as IFNγ and TNFα, and chemokines crucial for macrophage recruitment and adipose tissue inflammation, playing a pivotal role in the progression of NASH (43). In both mice and humans with NASH, there is an increase in liver CD8 (+) T cells, which predominantly produce cytotoxic molecules such as IFNγ, TNF, and perforin. Depleting CD8 (+) T cells can restore liver insulin sensitivity, reduce liver injury, and decrease fibrosis. These CD8 (+) T cells are characterized by the expression of activation and exhaustion markers and the immune checkpoint molecule programmed cell death protein 1 (PD-1), indicating their potential to promote liver injury during NASH (37, 44). Our results indicate that JQF significantly reduces the proportion of Tc cells, and the DEGs also suggest that Tc cells positively regulate cell killing, cell adhesion, T cell activation, inflammation, and cell apoptosis, which play important roles in NAFLD and NASH progression. Through SCENIC analysis, we predicted the upstream transcription factor Eomes, a key participant in the effector functions and differentiation of CD8 (+) cytotoxic T lymphocytes (45). Conversely, Th cells assist macrophages, effector T cells, and B cells in eliminating pathogens and infected cells. In NAFLD, Th2 cells that produce IL-4 and/or IL-13 seem to exert anti-inflammatory effects, but the immune mechanisms mediated by Th2 cells in NAFLD and NASH are still unclear (43). Our study demonstrates that JQF significantly increases the proportion of Th2 cells and negatively regulates interferon-γ production through the transcription factor Etv5. Koh et al. have shown that the ETS family transcription factor Etv5 regulates IL-10 production in Th2 cells (46), which may be crucial for the anti-inflammatory effects of Th2 cells. Additionally, Etv5 is considered a transcriptional suppressor of insulin secretion related to obesity and a novel transcription factor involved in regulating hepatic fatty acid metabolism (34, 35). Therefore, Etv5 may play an important role in JQF’s regulation of Th2 cells in hepatic steatosis and inflammation associated with NAFLD. Cell communication analysis further confirmed the key role of macrophage subgroups (KCs, MoMFs, NAM) and T cell subgroups (Th2 and Tc) in the treatment of NAFLD with JQF. After JQF treatment, overall cell communication was significantly enhanced, including an increase in the number and strength of inferred interactions. Additionally, the ICAM ligands acting on the macrophage subgroups and T cell subgroups were overall weakened after JQF treatment. This included a reduction in both the autocrine and paracrine signals of the macrophage subgroups, while the autocrine and paracrine signals of Th2 were enhanced, thereby reducing inflammation and alleviating fibrosis. Furthermore, after JQF treatment, TGFb signaling pathway cell communication was enhanced, especially in Th2, which also helps in anti-inflammatory and anti-fibrotic effects. Moreover, the global communication patterns also suggest that the communication patterns of certain cell groups changed following JQF treatment.

This study represents the first integration of scRNA-seq and ST to elucidate the immune characteristics of NAFLD and investigate the pharmacological mechanisms of JQF intervention. The novelty of our research lies in establishing experimental and computational foundations for exploring traditional Chinese medicine formulas and herbal medicines for the treatment of NAFLD, particularly from an immunomodulatory perspective. Additionally, our findings provide crucial insights and guidance for further exploration of the pharmacologically active components and clinical applications of JQF. However, this study has some limitations. Firstly, the JQF treatment was administered only at a clinically equivalent dose, without testing multiple dosages of traditional Chinese medicine, which will be addressed in future studies. Secondly, the sample size used for scRNA-seq and ST was relatively small, which may affect the stability of the results. In future studies, we will increase the sample size. Furthermore, we did not conduct additional experimental research to confirm the functional roles of key cell populations and targets. Despite these limitations, our research elucidates the potential of JQF to improve hepatic steatosis, inflammation, and fibrosis in NAFLD through immunomodulation, laying the foundation for more in-depth investigations into the mechanisms of JQF. In addition, we are diligently preparing for a randomized controlled trial of JQF. The goal is twofold: to secure robust evidence-based medical data regarding JQF’s efficacy in treating T2D, and to confirm the findings of this research using clinical samples, with the intention of offering novel therapeutic strategies and perspectives for T2D management.

## 5 Conclusion

In conclusion, our study confirms for the first time that JQF significantly ameliorates hepatic steatosis, inflammation, fibrosis, and glucose tolerance in NAFLD mice. Furthermore, by integrating scRNA-seq and ST, we demonstrated that the immune cell landscape in the liver undergoes a a significant reshaping during NAFLD and NASH, with notable alterations in monocytes, macrophages, and T cells. We observed that regions with pronounced immune cell infiltration exhibited the most severe liver inflammation and fibrosis, and that JQF significantly modulates these immune responses. Subsequent subcluster analysis and cell communication analysis identified specific macrophage subclusters (KCs and MoMFs) and T cell subclusters (Tc and Th2) as crucial cellular populations involved in the therapeutic effects of JQF. Additionally, SCENIC analysis elucidated the key upstream TFs regulated by JQF. Despite its therapeutic potential, the mechanisms by which JQF addresses NAFLD are complex and warrant additional comprehensive and rigorous research for a complete understanding. Our subsequent research will focus on the key cellular subpopulations and transcription factors identified as integral to JQF’s therapeutic efficacy. This focus is aimed at developing novel therapeutic approaches for the treatment of NAFLD.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE270583 https://www.ncbi.nlm.nih.gov/, GSE270584.

How the deposited data were processed for this re-analysis (not part of the article)

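The data are 10x Visium ST counts from 1 liver section of 1 NCD mouse and 1 liver section of 1 HFD mouse, both after 14 weeks of diet and 8 weeks of intervention with water, with sections of 10 µm. The files hold UMI counts per gene and spot as deposited by the authors, who aligned the reads, counted UMIs and called the spots over tissue with Space Ranger 1.3.1 and applied no normalization. The tables hold 32285 gene identifiers, of which 32158 are in GENCODE M21. The build and annotation used for these data are not stated in the paper's text, so gene positions are those of GENCODE M21 on GRCm38. The table of spots over tissue and the table of all spots differed in 0 UMIs over the spots they share. Spot positions, images and the scRNA-seq data were not used here. The deconvolution with RCTD, the neighbours of a spot and the JQF group were therefore not analysed here.

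The UMIs of a gene or marker set were summed over a group of spots and divided by all UMIs of these spots. Sums have exact Poisson intervals, shares of spots have exact Clopper-Pearson intervals, and ratios of sums have exact conditional binomial intervals, all at the 95% level. With 1 section per diet there is no test, no p-value and no count of changed genes, and the intervals cover neither animals nor slides. Where a section had a count of 0, a limit was computed from 3 counts. The depth for drawing spots down was set by a rule, the 10th percentile of UMIs per spot in the shallower section rounded down to a multiple of 100, with seed 1.

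Clusters were made with scanpy 1.11.5, anndata 0.12.19 and igraph 0.11.9, with seed 0. The other calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. Genes that lead a cluster are those with the highest ratio to the rest of the section among genes with at least 200 UMIs, and they serve as a description only.

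The genes named are the markers and transcription factors that the paper names, the genes of the lists reported, and the 10 genes with the highest and the 10 with the lowest ratio of HFD to NCD among genes with at least 1000 UMIs over both sections and the same direction after drawing down. Of 6422 genes with that minimum, 4969 kept their direction. Lists of genes were compared with 10000 random lists of the same size, each gene being replaced by one of the 201 genes nearest in mean expression, and the percentile describes these 2 libraries only. The lists are those of the paper for its 11 cell types, fibrosis, Kupffer cells, MoMF, NAM, Tc and transcription factors, and further lists for T cells, hepatocytes, endothelial cells, red blood cells, smooth muscle, capsule, plasma cells, Y chromosome genes, pericentral and periportal hepatocytes, lipid droplets and the acute phase. Lists of female-biased and male-biased liver genes were written after the ranking of genes had been seen, and their genes with a mean of at least 1 CPM were compared with random lists later still.

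The choices of groups, region rule, markers, drawing-down rule and most alternatives were made before the data were examined. The alternatives changed the resolution, the genes, components, neighbours and seed of the clustering, the rule for the region, the weighting of spots, the genes counted in the total, the minimum of UMIs per spot, the spots with the most UMIs, the markers, the UMIs required of a spot with T cell transcripts, and the subtraction of the spots off tissue. The depth of 3000 UMIs, the spots outside the region richest in T cell markers, the use of all spots of the capture area with at least 1000 UMIs, the second seed for the region, and other hepatocyte and endothelial markers between the sections were chosen after seeing the data.

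The method was tested on simulated data with 200 genes changed by a known factor. The intervals held the true ratio for 95.6% of 6421 genes between sections and for 95.6% of 6422 genes between a region and the rest, and the direction was right for 100% of the changed genes. Exact intervals reach such coverage where counts vary by counting error alone, so these shares check the calculation only. They cannot show how well the intervals hold for real spots, which differ within a cluster or section, or for animals and slides. In simulated spots of one profile, macrophage markers were found in 11.75% of 400 spots of 2000 UMIs and in 78.75% of 400 spots of 20000 UMIs, and in 6.25% and 6% after all were drawn down to 1000 UMIs.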

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

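The tests of the ranked genes at 3000 UMIs, of the sex of the mouse, of the sex-biased lists, of mixed RNA and of the tissue outline were chosen only after the results they weigh had been seen.

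Genes that the paper does not discuss had the 10 highest ratios of the HFD section to the NCD section among genes with at least 1000 UMIs. Cyp2b13 had 0 UMIs in the NCD section and 1458 in the HFD section, a log2 ratio of at least 7.61. Sprr1a had a log2 ratio of 8.66 (6.17 to 13.96) from 1 NCD UMI, Cidea of 8.01 (6.46 to 10.29) and Cyp2a4 of 7.14 (5.59 to 9.42) from 3 NCD UMIs each. The others were Cyp2b9 (5.81), Ly6d (4.63), Gdf15 (4.56), Gpnmb (4.50), Lcn2 (4.46) and Cdkn1a (4.42). The lowest were Hsd3b5 (-9.53), Slco1a1 (-9.36), Mup7 (-7.36), Cyp4a12b (-7.10), Iglc1 (-6.41), Mup9 (-6.07), Mup11 (-5.79), Cyp2c54 (-5.69), Gm3734 (-5.63) and Mup14 (-3.93). With a minimum of 200 UMIs, 6 of the 10 highest and 9 of the 10 lowest were shared. More UMIs per spot in one section do not explain these differences, since after drawing down to 3000 UMIs all 20 genes still differed in the same direction beyond counting error. The ranking itself had asked only for the same direction at 300 UMIs. Cyp2a, Cyp2b and Mup genes have near-identical relatives, so values of single members are uncertain, and this was not tested.

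Several of these genes are known to be sex-biased in mouse liver. A female mouse in the HFD group is argued against by 4 Y chromosome genes at the same level in both sections (log2 ratio -0.044) and by Xist at 1 NCD and 2 HFD UMIs. A loss of the male pattern in the HFD liver may contribute, since a list of 18 other male-biased genes had a median log2 ratio of -2.12, at percentile 0 of random lists, although 2 of the 14 genes with at least 1 CPM were higher, Mup20 among them (0.80). A shift towards the female pattern may contribute among the 7 of 18 female-biased genes with at least 1 CPM, all higher in the HFD section, with a median log2 ratio at percentile 99.98 of random lists. That test was chosen after the direction of these genes was seen and after the first criterion had failed, which limits it. By the first criterion the list, of which 16 genes could be compared, lay among random lists (median 0.13, percentile 36.8), and for the list as a whole the shift cannot be told apart from none, because most of its genes are near 0 UMIs. Pooled over its genes the list was at 67.8 CPM in the NCD section and 135 CPM in the HFD section (log2 ratio 1.00, 0.93 to 1.07). It was found in 2.24% (1.77 to 2.79) of NCD and 3.20% (2.65 to 3.83) of HFD spots at 300 UMIs, where the intervals overlap, and in 18.3% (16.7 to 20.0) and 34.4% (32.8 to 36.0) at 3000 UMIs, where they do not. Pooled values rest on the most abundant genes, and the male-biased list, low by its median, was 0.16 (0.15 to 0.16) when pooled. Some gene values had been seen before these lists were written. Diet, animal, section and slide stay confounded, and a biological cause in the diet was not tested.

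The paper does not analyse the spots off tissue, which held 19.1% of the UMIs of the NCD slide. RNA of the whole section mixed and spread over bare glass is argued against by the zonal genes. At 2000 UMIs per spot, periportal and pericentral UMIs had a rank correlation of -0.180 across 990 NCD spots off tissue, outside the range for one mixed profile (-0.0714 to 0.0578), and of -0.669 across spots over tissue. Across 280 HFD spots off tissue it was -0.110, just outside the range there (-0.107 to 0.118), which limits the test. An outline of the tissue shifted against the spots may leave tissue in spots called off tissue, and 22.8% of NCD spots over tissue had fewer than 1000 UMIs, but it cannot be told apart from thin or damaged tissue without spot positions. No biological explanation was tested.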

How the results depend on the processing

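The depth of 3000 UMIs, the spots outside the region richest in T cell markers, all spots of the capture area with at least 1000 UMIs, seed 1 for the region, and other hepatocyte and endothelial markers between the sections were tests chosen only after the results were seen. No paired analysis was possible because each diet has 1 section. The cause of a change was not tested unless stated. All values below but numbers of clusters and percentage points are log2 ratios.

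Numbers of clusters moved with the resolution, from 8 to 5 (0.5) and 13 (1.5) in the NCD section and from 12 to 6 and 19 in the HFD section, and stayed within 1.5 times under the other 3 clustering alternatives.

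For hepatocyte markers in the NCD region (0.03), the value was -0.017 at resolution 0.5, 0.020 at 1.5, -0.021 with all genes clustered, -0.044 with 10 principal components and 200 neighbours, -0.019 with seed 1, -0.27 in the region with the lowest hepatocyte markers, -0.65 without mitochondrial and the 20 most abundant genes, 0.050 without the 1% of spots with the most UMIs and -0.21 with other markers, which were not left out of the clustering. In the HFD region (-0.18) these gave, in the same order, 0.035, -0.11, -0.10, -0.24, -0.25, -0.26, -0.36, -0.16 and -0.085, and it was 0.062 in the region richest in T cell markers and -0.14 as the mean of CPM per spot. The values of -0.65 and -0.36 rest on Cyp2e1 and Pck1 alone, since the other hepatocyte markers are among the 20 most abundant genes.

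Endothelial markers moved to -0.40 in the NCD region with the lowest hepatocyte markers (main 0.12). In the HFD region (-0.07) they moved to -0.57 at resolution 0.5, 0.14 with 10 principal components, 0.20 with seed 1, -0.57 in the region richest in T cell markers and 0.48 in that with the lowest hepatocyte markers.

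The region with the lowest hepatocyte markers reversed B cell (-1.02), T cell (-1.97) and fibrosis markers (-1.58), Acta2 (-1.11), Col1a1 (-1.44) and Col1a2 (-2.29) in the NCD section. In the HFD section it reversed neutrophil (-0.56), monocyte (-0.87), dendritic (-0.75), NK (-0.020) and T cell markers (-0.43) and Adgre1 (-0.084), and moved fibrosis markers to -0.66. It is a different cluster by construction, and in the HFD section its low value goes with zonal genes (pericentral 1.67).

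Fibrosis markers in the NCD region (3.59) moved to 2.66 at resolution 0.5, 3.81 with 10 principal components, 3.85 as the mean per spot and 2.83 without the top 1% of spots. In the HFD region (-0.06) they moved to 2.79 at resolution 0.5, -0.46 at 1.5, -0.41 with all genes clustered, 2.62 in the region richest in T cell markers and 0.12 without the top 1%. At resolution 0.5 and in the region richest in T cell markers, HFD macrophage markers reversed to -0.55 and -0.60, Acta2 to 3.91 and 3.76, and Adgre1 to -0.28 and -0.37. Adgre1 was 1.11 without the top 1%.

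In spots with T cell transcripts, NCD fibrosis markers (1.66) moved to 2.00 at 300 UMIs, 2.03 as the mean per spot, 0.98 without the top 1% and 1.00 outside the region, and NCD Adgre1 (0.00) to -0.72 with at least 2 T cell UMIs. HFD fibrosis markers (0.71) moved to 1.46 with at least 2 UMIs, 1.20 at 300 and 0.81 at 3000 UMIs, 0.43 without the top 1% and 0.10 outside the region. At 300 UMIs, HFD Col1a1 reversed to -0.20 and HFD Adgre1 moved to 1.84, where few UMIs limit both.

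Immune shares in endothelial spots minus others moved from 2.86 to 34.3 percentage points in the NCD section and reversed from -4.79 to 15.8 in the HFD section when spots were not drawn down, since detection grows with depth.

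Between the sections, hepatocyte markers (-0.13) were -0.058 as the mean per spot, -0.49 without mitochondrial and the 20 most abundant genes, -0.13 in spots with at least 1000 UMIs, -0.11 without the top 1%, -0.076 at 300 UMIs, -0.13 with all spots of the capture area, -0.31 scaled by the median of gene ratios and reversed to 0.35 with other markers. Subtracting the CPM of spots off tissue gave 4.29. The value of -0.49 rests on Cyp2e1 and Pck1 alone, since Alb, Apoa1 and Mup3 were left out with the most abundant genes. Neutrophil markers reversed to 0.35 without the top 1% and 0.18 at 300 UMIs. The top 1% cut took a larger share of NCD than of HFD counts of neutrophil, T cell and fibrosis markers and of Adgre1, which raised these ratios. Macrophage markers (0.40) were 0.0064 as the mean per spot, 1.36 after subtraction, 0.0012 at 300 UMIs and 0.21 by gene ratios. T cell markers (-0.50) were -0.15 without the top 1%, 0.66 after subtraction and 0.92 at 300 UMIs. Fibrosis markers (1.93) kept their direction under each alternative that gave a value, and were 2.22 without the top 1%, 1.74 with all spots and 1.74 by gene ratios. Adgre1 (1.12) was 0.21 as the mean per spot, 1.42 without the top 1%, 3.76 after subtraction, -0.080 at 300 UMIs and 0.94 by gene ratios. After subtraction NK cell markers were 3.33 and Clec4f 0.46. Subtraction gave no value for fibrosis markers, since the CPM of each of the 3 genes was higher off tissue than over tissue in the NCD section.

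Over the alternatives for single genes and further sets, 151 of 217 values for the region stayed within their counting interval, 52 moved and 14 reversed. Between the sections 162 of 262 stayed, 96 moved and 4 reversed. For spots with T cell transcripts 27 of 48 stayed, 20 moved and 1 reversed, and for endothelial spots 33 of 42 stayed and 9 moved.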

Differences from the paper's values

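The paper reports 10 clusters of spots in the NCD group and 9 in the HFD group, against 8 and 12 here, within 1.5 times of each other. The order is the opposite, with fewer clusters in the NCD section here under each clustering alternative that was run. At resolution 0.5 the NCD section had 5 clusters, and at resolution 1.5 the HFD section had 19, both further from the paper's values.

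The paper places Adgre1 and the fibrosis markers together at a high level in the infiltrated region of the HFD liver. Here Adgre1 was highest in HFD cluster 11 (log2 ratio to the rest 1.33) and the fibrosis markers in HFD cluster 9 (2.62, against -0.06 in cluster 11, which ranked 4 among 11 clusters). In the region found at resolution 0.5 and in the region richest in T cell markers, fibrosis markers were high (2.79 and 2.62) and Adgre1 was not (-0.28 and -0.37). None of the alternatives for the clustering or for the region rule gave both above the rest. Without the 1% of spots with the most UMIs both were above 0 in cluster 11 (0.12 for fibrosis markers and 1.11 for Adgre1), where Acta2 stayed below (-0.28).

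The paper describes endothelial cells in the middle of immune cells in the HFD liver. Endothelial markers were not higher in HFD cluster 11 than in the rest (-0.07, -0.24 to 0.10). The value was above 0 with 10 principal components and 200 neighbours (0.14), in the region with the lowest hepatocyte markers (0.48) and with seed 1 (0.20), a setting that was chosen after seeing the values. Immune transcripts were more frequent in endothelial spots of the HFD section beyond counting error where spots were not drawn down to one depth (difference 15.8 percentage points). At 3000 UMIs with other endothelial markers the shares were 32.0% of endothelial spots and 31.8% of the others, within counting error, and that depth was chosen after seeing the values. Spots were called endothelial after drawing down, which left many spots with endothelial transcripts among the others, so shares at equal depth cannot decide this.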

Other observations

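The tests of Adgre1 at 3000 UMIs, of free RNA by UMIs per spot, of Timd4, of T cell markers outside the region richest in them, and of spots with T cell transcripts outside that region were chosen only after the results were seen, and fibrosis markers and Adgre1, planned as one pattern, were taken apart after their values were seen.

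The higher fibrosis markers of the HFD section are not explained by depth, since the smallest of the 3 differences at 300 UMIs per spot was 0.598 percentage points. Without the 1% of spots with the most UMIs the smallest log2 ratio was 2.19. That cut cannot exclude a few spots as the cause, since it took a larger share of the NCD counts, which raised the ratio. HFD cluster 9, with 6.34% of the spots, held 2515 of the 6843 UMIs of these genes, and the cut left most of its spots in. Free RNA on the slide is argued against by smaller ratios off tissue, the largest being 1.14 (0.48 to 1.80) for Col1a1, with 0.03 for Acta2 and 0.26 for Col1a2. That test is limited, since NCD spots off tissue may hold tissue. HFD spots off tissue held at most 5.09% of the UMIs of these genes per spot over tissue. A higher level in this HFD liver remains a hypothesis, because animal, section and slide cannot be told apart from diet.

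For Adgre1, the planned test at 300 UMIs came out as depth alone predicts (-0.0285 percentage points, -0.396 to 0.333), while in spots with at least 3000 UMIs the difference was 3.00 (1.90 to 4.06). The log2 ratio without the 1% of spots with the most UMIs was 1.42, but that cut took a larger share of the sparser NCD counts. The ratio off tissue was 0.26 (-0.47 to 0.94), and HFD spots off tissue held 3.93% of the Adgre1 UMIs per spot over tissue. Shallow NCD spots, at 38.2 CPM from 15 UMIs under 1000 UMIs and 15.9 CPM in those from 1000 to under 3000 UMIs, may account for the gap between the depths, which was not tested.

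Blood left in the NCD liver may account for part of its higher neutrophil markers, since haemoglobin genes differed in the same direction (log2 ratio -2.42). This was compared among spots with at least 1000 UMIs (2852 NCD, 3590 HFD). Neutrophil markers were higher in those with the most haemoglobin (713 NCD, 898 HFD) than in as many with the least. The log2 ratios were 0.55 (0.11 to 1.02) in the NCD section and 0.28 (0.01 to 0.55) in the HFD section. Haemoglobin in these NCD spots was at 20713 and 87.4 CPM, a wider gap than between the sections (6676 and 1246 CPM). Whether blood accounts for the whole difference therefore stays open. NCD cluster 5, lowest in haemoglobin (955 CPM), had neutrophil markers at 20.5 CPM (16.6 to 24.9). Cluster 7, the highest (23892 CPM), had 13.5 CPM (9.12 to 19.3), and these intervals overlap. The neutrophil difference itself reversed under 2 alternatives.

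In HFD cluster 11 periportal genes had a log2 ratio of -0.062 and pericentral genes of -0.55. Both fell, but neither value was stable, and these genes were not left out of the clustering. Between clusterings the periportal value ran from -0.24 with seed 1 to 0.09 at resolution 1.5, and the pericentral value from -1.81 at resolution 0.5 to -0.034 with seed 1, where periportal genes fell more. A position of the region in one zone of the lobule therefore cannot be told apart from a lower hepatocyte share.

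Timd4 had a log2 ratio of -3.17 between the sections. Clec4f (-0.14) and Clec1b (0.01) did not fall as far, which argues against fewer cells with these markers as the whole cause. A loss of resident Kupffer cells with MoMFs in their place cannot be excluded, since the paper reports high Clec1b in MoMFs too. T cell markers were lower in the HFD section also outside the region richest in them (-0.39, -0.66 to -0.11), which argues against a smaller such region as the whole cause, and the region held 4.96% of NCD and 6.34% of HFD spots. Fibrosis markers in spots with T cell transcripts were higher outside that region in the NCD section (1.00), so a shared place there is not the whole cause, while in the HFD section (0.10, -0.04 to 0.24) a shared place may account for the difference.

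Median log2 ratios of HFD to NCD, with percentiles among random lists, were as follows for the paper's lists: epithelial 0.97 (99.35), hepatocyte 0.05 (76.11), endothelial 0.70 (96.21), hepatic stellate 1.15 (99.67), neutrophil -0.11 (9.09), macrophage 0.54 (85.9), monocyte 1.51 (96.43), dendritic 1.01 (90.39), NK -0.31 (11.74), B -1.08 (0.16), T -0.50 (3.59), fibrosis 1.86 (99.98), Kupffer -1.58 (0.91), MoMF 2.18 (99.87), NAM 2.49 (100), Tc 0.49 (60.67) and transcription factors 0.59 (88.46). The Kupffer list has only 2 genes, Timd4 (-3.17) and Clec1b (0.01), so its median lies midway between a gene that fell and one that did not. Pooled over both genes the log2 ratio was -0.39. In the NAM list Trem2 had 2.89, Mmp12 3.95, Spp1 2.10 and Cd9 0.78. For the further lists they were T cells -0.53 (0.04), hepatocytes 0.25 (95.82), endothelial cells 0.52 (94.33), red blood cells -2.45 (0.02), smooth muscle 1.27 (99.82), capsule -0.07 (59.45), plasma cells -1.33 (0), Y chromosome -0.00 (17.98), pericentral -0.82 (0.17), periportal 0.20 (80.95), lipid droplets 1.90 (100) and acute phase 2.37 (100).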
